# In vivo labeling reveals continuous trafficking of TCF-1^+^ T cells between tumor and lymphoid tissue

**DOI:** 10.1084/jem.20210749

**Published:** 2022-04-26

**Authors:** Zhi Li, Zewen K. Tuong, Isaac Dean, Claire Willis, Fabrina Gaspal, Rémi Fiancette, Suaad Idris, Bethany Kennedy, John R. Ferdinand, Ana Peñalver, Mia Cabantous, Syed Murtuza Baker, Jeremy W. Fry, Gianluca Carlesso, Scott A. Hammond, Simon J. Dovedi, Matthew R. Hepworth, Menna R. Clatworthy, David R. Withers

## Abstract

Improving the efficacy of immune checkpoint therapies will require a better understanding of how immune cells are recruited and sustained in tumors. Here, we used the photoconversion of the tumor immune cell compartment to identify newly entering lymphocytes, determine how they change over time, and investigate their egress from the tumor. Combining single-cell transcriptomics and flow cytometry, we found that while a diverse mix of CD8 T cell subsets enter the tumor, all CD8 T cells retained within this environment for more than 72 h developed an exhausted phenotype, revealing the rapid establishment of this program. Rather than forming tumor-resident populations, non-effector subsets, which express TCF-1 and include memory and stem-like cells, were continuously recruited into the tumor, but this recruitment was balanced by concurrent egress to the tumor-draining lymph node. Thus, the TCF-1^+^ CD8 T cell niche in tumors is highly dynamic, with the circulation of cells between the tumor and peripheral lymphoid tissue to bridge systemic and intratumoral responses.

## Introduction

T cell infiltration is predictive of patient survival and the response to immunotherapy for many cancers (Azimi et al., 2012; Galon et al., 2006; Herbst et al., 2014; Naito et al., 1998; Tumeh et al., 2014). A defining feature of intratumoral T cells is an altered or exhausted phenotype, first characterized in chronic viral infections (Wherry et al., 2007), where persistent exposure to antigen (Ag) results in defective T cell responses (Gallimore et al., 1998; Zajac et al., 1998). Compared with conventional effector cells, exhausted CD8 T cells have impaired functions, highly express multiple inhibitory receptors including PD-1, LAG-3, and TIM-3, and have distinct transcriptional and metabolic profiles (McLane et al., 2019). Crucially, antibodies (Abs) against PD-1 reinvigorated the CD8 T cell response during chronic lymphocytic choriomeningitis virus (LCMV) infection demonstrating that exhaustion could be overcome (Barber et al., 2006; Pauken et al., 2016), and preclinical cancer models established the efficacy of targeting the PD-1:PD-L1 pathway to limit tumor growth (Blank et al., 2004; Iwai et al., 2005). Targeting the PD-1:PD-L1 pathway or CTLA-4 to enhance anti-tumor T cell activity, termed immune checkpoint blockade (ICB) therapy, results in striking clinical responses in some tumors including melanoma, renal cell carcinoma, and non-small cell lung cancer (Brahmer et al., 2012; Hodi et al., 2010; Topalian et al., 2012). However, only a minority of patients robustly and durably respond to these therapies, and while combined targeting of PD-1 and CTLA-4 enhances tumor regression, it is also associated with significantly more adverse events (Chae et al., 2018; Curran et al., 2010; Postow et al., 2015).

While T cell infiltration predicts responsiveness to ICB (Daud et al., 2016; Jiang et al., 2018; Teng et al., 2015), the origin and fate of tumor-infiltrating lymphocytes (TILs) and how specific therapies impact this remain incompletely understood. Analysis of chromatin accessibility revealed two dysfunctional CD8 T cell states, an early “plastic” state and a second more “locked” state that then persisted and was resistant to reprogramming (Philip et al., 2017). The effector T cell response appears to be sustained by a “stem-like” population of TCF-1^+^ PD-1^+^ CD8 T cells that are required for tumor control in response to immunotherapy (Brummelman et al., 2018; He et al., 2016; Im et al., 2016; Jansen et al., 2019; Kurtulus et al., 2019; Sade-Feldman et al., 2018; Siddiqui et al., 2019; Utzschneider et al., 2016). While considered resident within lymphoid tissues following LCMV infection (Im et al., 2020), the presence of TCF-1^+^ PD-1^+^ cells within tumors indicates different migratory potential during anti-tumor responses. Notably, these cells were not evenly distributed throughout human tumors; rather, they were principally located within a specific niche (Jansen et al., 2019). Whether TCF-1^+^ PD-1^+^ CD8 T cells become resident within tumors is unclear; however, current data indicate that intratumoral expansion of TCF-1^+^ PD-1^+^ CD8 T cells is critical for tumor regression. Elegant in vivo imaging revealed that a feedback loop of enhanced intratumoral T cell IFNγ expression stimulated local IL-12 production by dendritic cells (DCs) to then fully drive the CD8 anti-tumor T cell response (Garris et al., 2018). However, alongside effects within the tumor microenvironment, a critical role for systemic immune responses in tumor eradication has also been proposed (Spitzer et al., 2017; Wu et al., 2020). Notably, the use of low-dose anti–PD-L1 Abs to specifically target interactions within the draining LN (dLN) still caused tumor regression that was further dependent upon T cell egress and trafficking to the tumor (Dammeijer et al., 2020). These data, in particular, raise the questions of where effector T cell activation and expansion occur in response to anti–PD-L1 treatment and the role of intratumoral TCF-1^+^ PD-1^+^ CD8 T cells in these responses.

To date, studies of the anti-tumor response have lacked approaches that enable dynamic analyses of TILs to track cellular changes over time, in conjunction with delineating the source and destination of specific populations. Immuno-PET has been used to longitudinally assess immune infiltrates and correlate CD8 T cell distribution with successful control of tumor growth (Rashidian et al., 2017; Rashidian et al., 2019), but this approach lacks detailed descriptions of changes in phenotype and function. To directly investigate the in vivo trafficking of T cells into and out of tumors, here we have exploited photoactivatable Kaede transgenic mice to enable specific labeling of tumor immune cells and direct analysis of their migration (Houston et al., 2016; Marriott et al., 2017; Morton et al., 2014; Tomura et al., 2014; Tomura et al., 2008; Ugur et al., 2014). Using single-cell RNA sequencing (scRNA-seq), we defined the temporal transcriptional dynamics of intratumoral T cells and observed that all CD8 T cells retained in the tumor rapidly developed an exhausted phenotype within a matter of days. While a heterogeneous mix of TCF-1^+^ CD8 T cells were evident amongst newly recruited TILs, these populations, including the TCF-1^+^ PD-1^+^ population were not retained over time in the tumor and were abundant amongst the T cells that egressed to the dLN. We further showed that the blockade of PD-L1 resulted in the enhanced activation of effectors cells newly arrived in the tumor, alongside reinvigoration of exhausted CD8 T cells retained within the tumor. Collectively, our data provide the first detailed dynamic analysis of changes in TILs, revealing subset-specific trafficking properties and the rapid induction of T cell exhaustion amongst tumor-retained populations.

## Results

### Labeling of the tumor immune compartment to track how TILs change over time

We hypothesized that temporal labeling of the entire immune cell compartment of tumors in Kaede photoconvertible mice, as we recently described for LNs (Dutton et al., 2019; Marriott et al., 2017), would enable the characterization of both newly entering and resident TILs. How TILs changed in situ over time could then be determined by sampling these compartments at different times after labeling. To this end, we established syngeneic MC38 tumors subcutaneously on the flank of C57BL/6 Kaede mice and transcutaneously photoconverted the resulting tumor after ∼10 d (Fig. 1 A). Analysis of the hematopoietic compartment immediately after labeling (0 h) confirmed the complete (99.9%) conversion of these cells from the default green fluorescence of the Kaede protein (“Kaede Green^+^”) to the altered Red fluorescent profile (“Kaede Red^+^”, Fig. 1 B). Of note, shielding of the surrounding skin fully protected the dLN from photoconversion (Fig. 1 B). The complete photoconversion of the tumor compartment was dependent upon the size of the tumor, constraining labeling of tumors up to 5–8 mm^2^ in diameter.

**Figure 1.**
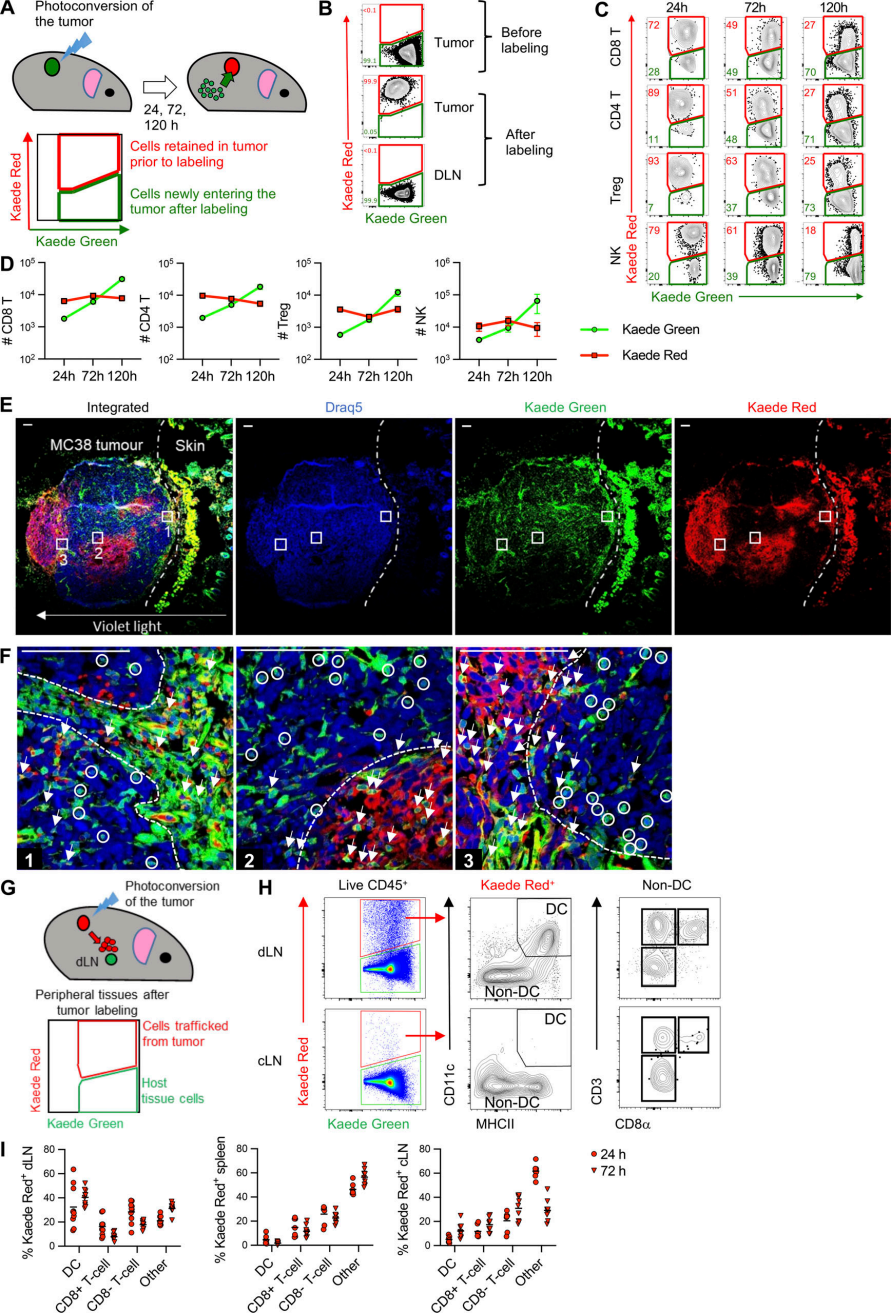
**Defining immune cell entry dynamics in tumors using temporal labeling of the tumor immune compartment. (A)** Cartoon summarizing temporal labeling of the syngeneic cell line MC38 implanted s.c. on the flank of C57BL/6 Kaede mice and photoconverted ∼10 d later by violet light exposure. **(B)** Representative flow cytometry plots showing Kaede Red and Kaede Green expression by CD45^+^ cells isolated from the tumor of non-photoconverted Kaede mice and from the tumor and dLN immediately after photoconversion (0 h), *n* = 6 pooled from two independent experiments. **(C)** Representative flow cytometry plots showing Kaede Red and Kaede Green expression by tumor-infiltrating CD8 T cells (CD11b^−^CD11c^−^CD3^+^CD4^−^CD8^+^), CD4 T cells (CD11b^−^CD11c^−^CD3^+^CD4^+^CD8^−^), Treg (CD11b^−^CD11c^−^CD3^+^CD4^+^CD8^−^Foxp3^+^), and NK cells (CD11b^−/lo^CD11c^−^CD3^−^CD4^−^CD8^−^NK1.1^+^) 24, 72, and 120 h after tumor photoconversion. **(D)** Quantification of Kaede Red^+^ and Kaede Green^+^ CD8 T cells (24 h, *n* = 41; 72 h, *n* = 18; 120 h, *n* = 16), CD4 T cells (24 h, *n* = 39; 72 h, *n* = 17; 120 h, *n* = 16), Tregs (24 h, *n* = 24; 72 h, *n* = 10; 120 h, *n* = 9), and NK cells (24 h, *n* = 9; 72 h, *n* = 5; 120 h, *n* = 3) pooled from six independent experiments. Data presented as mean values ± SEM. **(E and F)** The distribution of Kaede Green^+^ and Kaede Red^+^ cells within MC38 tumors 24 h after photoconversion. **(E)** Images show the tile scan of the whole tumor section with distribution of Kaede Green^+^ cells (also Kaede Red^−^) and Kaede Red^+^ cells (usually also Kaede Green^+^). The DNA-labeling dye Draq5 was used to visualize cell nuclei. Three representative areas as marked by rectangles are shown in higher magnification in F, where circles indicate Kaede Green^+^ cells (also Kaede Red^−^) while arrows indicate Kaede Red^+^ cells (usually also Kaede Green^+^). Dashed line indicates the boundary between tumor cell–enriched areas and Kaede Red^+^ cell–enriched areas. Analysis representative of three tumors from two independent experiments; scale bar represents 100 μm. **(G)** Cartoon summarizing the tracking of Kaede Red^+^ cells from the tumor to the dLN. **(H)** Gating strategy to identify DCs (CD11c^+^MHCII^+^) and T cell subsets in the dLN and cLN. **(I)** Proportion of different immune cell populations with the Kaede Red^+^ hematopoietic cells present within the dLN (24 h, *n* = 10; 72 h, *n* = 10), spleen (24 h, *n* = 7; 72 h, *n* = 10) and cLN (24 h, *n* = 7; 72 h, *n* = 9) at 24 and 72 h after photoconversion pooled from two independent experiments. Bars on scatter plots represent mean values. Values on flow cytometry plots define the percentage of cells within the gate.

Having established efficient labeling of all immune cells in the tumor, we analyzed tumors at 24, 72, and 120 h after photoconversion, reasoning that TILs that were only Kaede Green^+^ had entered the tumor after labeling, while Kaede Red^+^ TILs were present within the tumor at the time of photoconversion (Figs. 1 C and S1 A). At 24 h after photoconversion ∼25% of CD8 T cells, CD4 T cells, regulatory T cells (Treg), and natural killer (NK) cells were Kaede Green^+^, and this proportion increased over time such that by 120 h, the majority of all TILs had entered the tumor since labeling (Figs. 1 C and S1 B). The total number of Kaede Green^+^ TILs increased 10-fold over the 5-d timeframe, indicating the continuous and rapid influx of these cells during tumor expansion. In contrast, the total number of Kaede Red^+^ cells appeared relatively constant. Thus the steady drop in the proportion of Kaede Red^+^ cells was explained by the continuous recruitment of new cells into the tumor (Figs. 1 D and S1 C). Comparable recruitment dynamics were observed in CT26 and MCA205 tumor models (Fig. S1, D and E).

**Figure S1.**
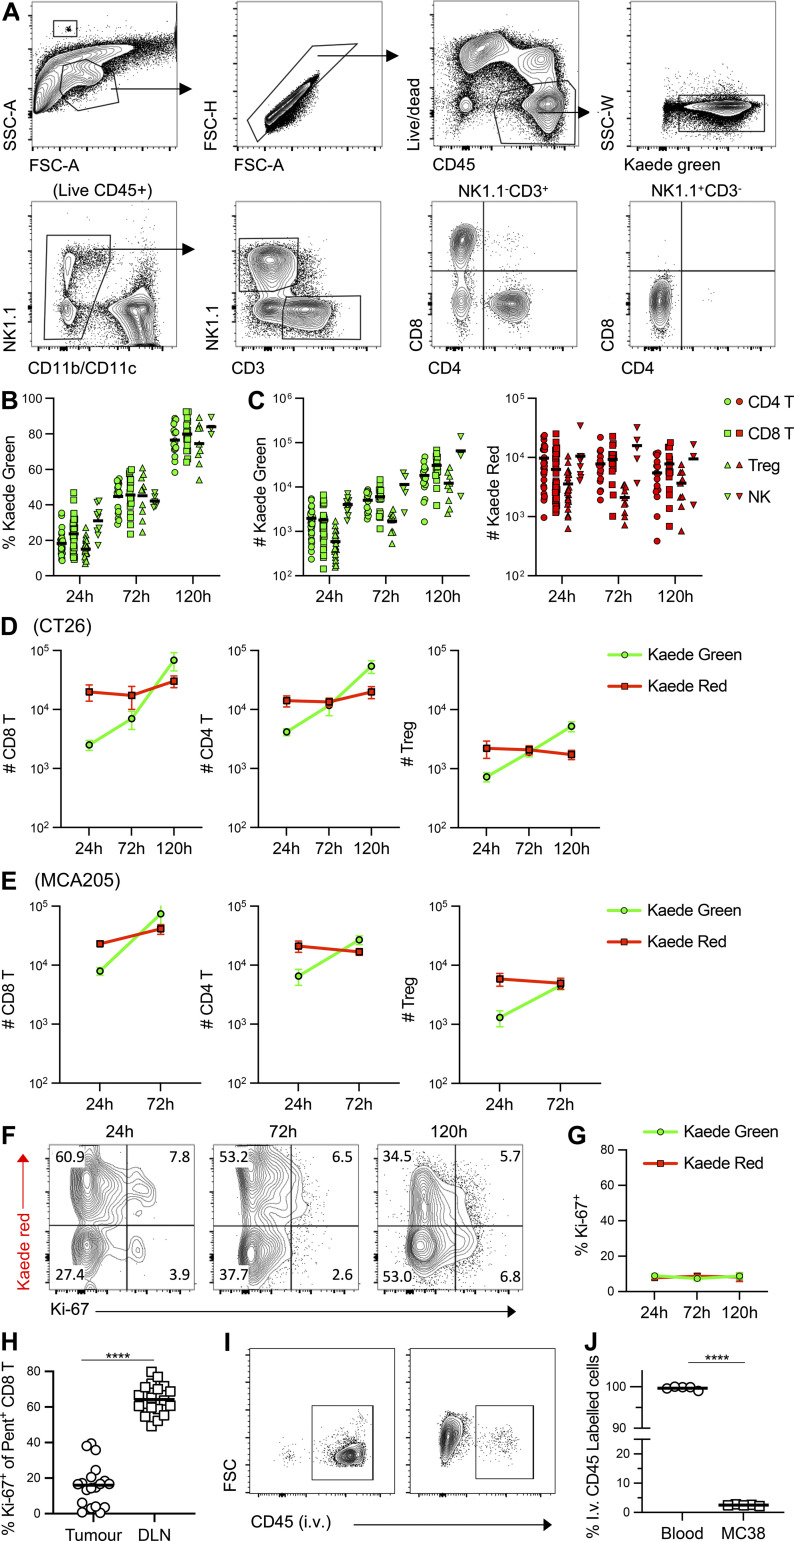
**Limited intratumoral T cell proliferation prevents rapid loss of Kaede Red protein. (A)** Gating strategy for identification of TILs within MC38 tumors. **(B)** Proportion of Kaede Green^+^ CD4 T cells, CD8 T cells, Tregs, and NK cells at 24, 72 and 120 h after photoconversion. **(C)** Total number of Kaede Green^+^ and Kaede Red^+^ CD4 T cells, CD8 T cells, Tregs, and NK cells at 24, 72 and 120 h after photoconversion. For B and C, CD4 T cells: *n* = 39 at 24 h, *n* = 17 at 72 h, *n* = 16 at 120 h; for CD8 T cells: *n* = 41 at 24 h, *n* = 18 at 72 h, *n* = 16 at 120 h; for Tregs: *n* = 24 at 24 h, *n* = 10 at 72 h, *n* = 9 at 120 h; for NK cells: *n* = 9 at 24 h, *n* = 5 at 72 h, *n* = 3 at 120 h) pooled from six independent experiments. Bars represent the median values. **(D)** Quantification of Kaede Red^+^ and Kaede Green^+^ TILs in CT26 tumors over 5 d after photoconversion, CD8 T cells (24 h, *n* = 25; 72 h, *n* = 14; 120 h, *n* = 5), CD4 T cells (24 h, *n* = 25; 72 h, *n* = 13; 120 h, *n* = 5) and Tregs (24 h, *n* = 12; 72 h, *n* = 10; 120 h *n* = 5) pooled from three independent experiments. Data presented as mean values ± SEM. **(E)** Quantification of Kaede Red^+^ and Kaede Green^+^ TILs in MCA205-OVA tumors over 5 d after photoconversion, CD8 T cells (24 h, *n* = 9; 72 h, *n* = 12), CD4 T cells (24 h, *n* = 9; 72 h, *n* = 12) and Tregs (24 h, *n* = 6; 72 h, *n* = 6) pooled from two independent experiments. **(F)** Representative expression of Ki-67 versus Kaede Red in CD8 T cells isolated from MC38 tumors at 24, 72, and 120 h after photoconversion. Values on flow cytometry plots represent percentages. **(G)** Proportion of Kaede Green^+^ and Kaede Red^+^ CD8 T cells expressing Ki-67 over the time course, *n* = 34 at 24 h, *n* = 19 at 72 h, and *n* = 6 at 120 h pooled from six independent experiments. Data was presented as mean values ± SEM. **(H)** Enumeration (%) of Ki-67 expression amongst MC38 neo-Ag specific CD8 T cells in the tumor and dLN (*n* = 19 pooled from five independent experiments). Bars represent mean values. **(I)** Detection of bound CD45 Ab on hematopoietic cells isolated from tumor or blood following i.v. injection. **(J)** Proportion of hematopoietic cells labeled with i.v. administered anti-CD45 Ab in blood and tumor (*n* = 5). Two independent experiments were performed. Data was presented as mean values ± SEM. Statistical significance was tested using paired *t* test (H and J): ****, P ≤ 0.0001.

Since the intensity of the Kaede Red “label” is reduced through dilution in proliferating cells (Tomura et al., 2008), we assessed Ki-67 expression to investigate whether proliferation might hinder discrimination between newly entering and resident TIL populations. Minimal Ki-67 expression was detected within total or Ag-specific CD8 T cells within the tumor, unlike in the dLN (Fig. S1, F–H), arguing that the proliferation-induced loss of the Kaede Red protein was not a major confounder in our experiments. Using i.v. administration of anti-CD45 Abs prior to culling, we further confirmed that the vast majority of cells isolated from tumor samples had entered the tissue and were not intravascular contaminants (Fig. S1, I and J).

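Bulk RNA-seq counts were analysed for 8 MC38 tumors, 4 photoconverted and 4 non-photoconverted control tumors of female Kaede mice. MC38 is a mouse colon adenocarcinoma cell line, and Kaede is a fluorescent protein that changes from green to red emission under violet light. Mice were injected with 250000 MC38 cells, tumors were exposed to 405-nm light for 3 min on day 10, and all tumors were collected 5 h later. For library preparation the methods of the paper name an Illumina TruSeq stranded total RNA kit, whereas the sample labels name a SMARTER stranded total RNA kit. The authors deposited the number of reads counted on each of 24421 genes, listed by gene symbol, and a second table of 19823 genes with normalized values. The aligner, the counting tool, the genome build and the software used for differential expression are not named in the text of the paper. The normalized values equaled the raw counts divided by DESeq2's size factors, and the genes left out of that table had at most 1 count over all tumors. Total counts ranged from 16735293 to 35844417 in photoconverted tumors (median 26418352) and from 12576615 to 29439901 in control tumors (median 21776798). The share of counts on Rn45s, the 45S precursor of ribosomal RNA, was 4.14%, 9.65%, 4.60% and 21.9% in photoconverted tumors 1 to 4 and 2.70%, 35.7%, 4.70% and 23.2% in control tumors 1 to 4. The libraries of photoconverted tumor 4, control tumor 2 and control tumor 4 thus had the 3 highest Rn45s shares and also the 3 lowest total counts. No count was found on the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d in any tumor. Raw counts were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 14468 genes that passed edgeR's expression filter, and CPM values, which are counts scaled to a common library size, were computed from the same normalization. Both groups carry replicate numbers 1 to 4, and the sample labels state no pairing. Across genes, which are not independent replicates, deviations from the group means correlated with a mean r of 0.433 between tumors with the same number. This r was 0.597, 0.107, 0.407 and 0.623 for numbers 1 to 4. Between tumors with different numbers the mean r was -0.134, which is no separate evidence because deviations cancel within a group. Number 2, with the lowest r, was the only number whose tumors differed widely in Rn45s share (9.65% and 35.7%). Pairing thus cannot be told apart from a similar Rn45s share. Fits with the replicate number as a block are given beside those without it.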

To investigate whether the process of photoconversion impacted cells within the tumor, we performed bulk RNA-seq of tumors harvested 5 h after cutaneous light exposure, as well as matched non-photoconverted tumors. 

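In the 500 most variable genes, PC1 of the log2 CPM values held 54.6% of the variance and PC2 held 16.5%. PC1 scores were -15.4, -11.4, -30.0 and 26.2 in photoconverted tumors 1 to 4 and -10.8, 20.9, -5.48 and 26.0 in control tumors 1 to 4. The mean PC1 score was -7.66 ± 23.9 (SD, n = 4) in photoconverted tumors and 7.66 ± 18.5 (SD, n = 4) in control tumors. This difference was smaller than the spread within either group (two-sided exact permutation test, p = 0.286, where 4 tumors against 4 allow no p below 0.0286). Within same-numbered pairs, PC1 was lower in the photoconverted tumor in 3 of 4 pairs (two-sided exact sign-flip permutation test, p = 0.250, where 4 pairs allow no p below 0.125). PC2 scores did not differ between the groups either (two-sided exact permutation test, p = 0.629). The share of variance on PC1 moved most, to 42.8%, when log2 of the deposited normalized values replaced log2 CPM. Photoconverted tumor 4 lay with control tumors 2 and 4 on PC1, and control tumors 1 and 3 lay with photoconverted tumors 1, 2 and 3. The 3 tumors with the highest PC1 scores were those with an Rn45s share above 10%, of which 1 was photoconverted and 2 were controls, too few for a comparison of the groups among them. Among the 5 tumors with an Rn45s share under 10%, the scores of photoconverted tumors 1, 2 and 3 were all below those of control tumors 1 and 3, in a comparison of 3 tumors with 2 that was not tested. This order did not hold with the variance stabilizing transformation, under which photoconverted tumor 2 (-7.19) lay above control tumor 1 (-7.82).

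**Figure D1:**
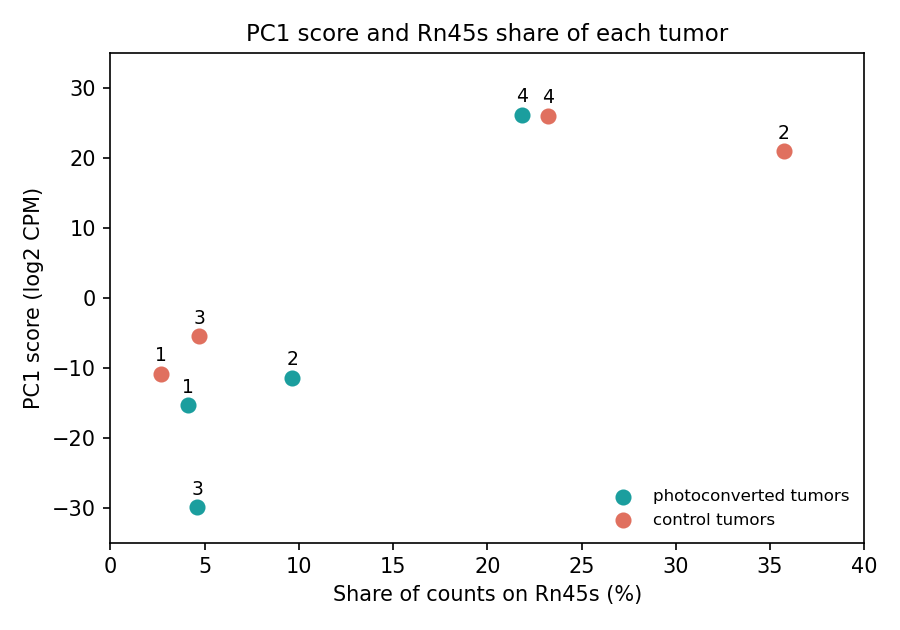
PC1 score of each tumor (vertical axis, from log2 CPM) against the share of its counts on Rn45s (horizontal axis, %), with the replicate number above each point. The 3 tumors with the highest Rn45s shares, photoconverted tumor 4 and control tumors 2 and 4, have PC1 scores of 20.9 to 26.2, and the other 5 tumors have negative scores.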

Principal components (PC) analysis suggested that the photoconversion state of the tumor influenced PC1, although this effect was variable, with one of the photoconverted tumor samples clustering with the control tumor samples (Fig. S2 A). Only nine genes were significantly differentially expressed between the photoconverted and the non-photoconverted tumors, eight were upregulated and one downregulated (Fig. S2, B and C), and protein–protein interaction analysis using STRING did not identify any functional relationship between the proteins encoded by these nine genes (Fig. S2 D). 

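Among the genes tested, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 322 had an unadjusted p under 0.05 where 723 would be expected by chance. With the replicate number as a block the count was also 0, with 869 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.247 in edgeR. The count moved most, to 42 genes (37 higher and 5 lower), when only the 5 tumors with an Rn45s share under 10% were fitted, a choice made after the data were seen that leaves out photoconverted tumor 4. The remaining 3 tumors included a single photoconverted tumor and were not tested. DESeq2's Wald test on all 8 tumors called 24 genes, 23 higher and 1 lower, which included all 9 genes labeled in Fig. S2 B. The 8 upregulated genes of Fig. S2 B had the 8 smallest unadjusted p-values in edgeR. Hspb1, which encodes a small heat shock protein, had 52.8 ± 31.8 CPM in photoconverted tumors and 4.51 ± 1.78 CPM in control tumors (SD, n = 4 each). Its log2 fold change was 3.55 (standard error 0.57, adjusted p = 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 3.17 and 3.87 with each tumor left out in turn. In the fit of 5 tumors the log2 fold change of Hspb1 was 4.04 (adjusted p = 0.0101 in edgeR). The log2 fold changes of the other upregulated genes were 2.24 for Xirp1, 1.81 for Hsph1, 1.62 for Cryab, 1.30 for Rrad, 1.26 for Errfi1, 1.23 for Thbs1 and 1.02 for Hdc, each with an adjusted p of 0.999 in edgeR. In 6 of these 8 genes every photoconverted tumor had a higher CPM than every control tumor (two-sided exact permutation test, p = 0.0286 for each, the smallest p possible). For Errfi1 and Thbs1 the gap was small, with 50.2 and 216 CPM in photoconverted tumor 4 against 49.9 and 212 CPM in control tumor 4. Chance gives groups without overlap, in either direction, in 2.86% of genes, and 1.33% of all genes tested had such groups. The 8 genes were reported for a difference between these same tumors, so the lack of overlap in them is not an independent test. The groups overlapped for Hsph1 and Rrad (p = 0.0571 for each in the same exact test), where control tumor 4 was above photoconverted tumor 4. Photoconverted tumor 4 had the lowest CPM of its group in all 8 genes, such as 11.9 CPM of Hspb1 against 54.8 to 89.4 CPM in the other photoconverted tumors. With a skeletal muscle list score as a covariate, the log2 fold changes of Xirp1, Cryab, Hspb1 and Rrad kept 72.8% to 77.7% of their size. Gstm3, a glutathione S-transferase gene with close paralogs between which reads could have been split, was the downregulated gene of Fig. S2 B and did not pass edgeR's expression filter. Its deposited normalized counts were 2.11 ± 1.78 in photoconverted tumors and 23.7 ± 14.0 in control tumors (SD, n = 4 each), with 3 raw counts or fewer in every photoconverted tumor and 2 in control tumor 2. The fold difference of Gstm3 therefore rests on counts at the limit of detection in photoconverted tumors. STRING analysis was not repeated here.

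**Figure D2:**
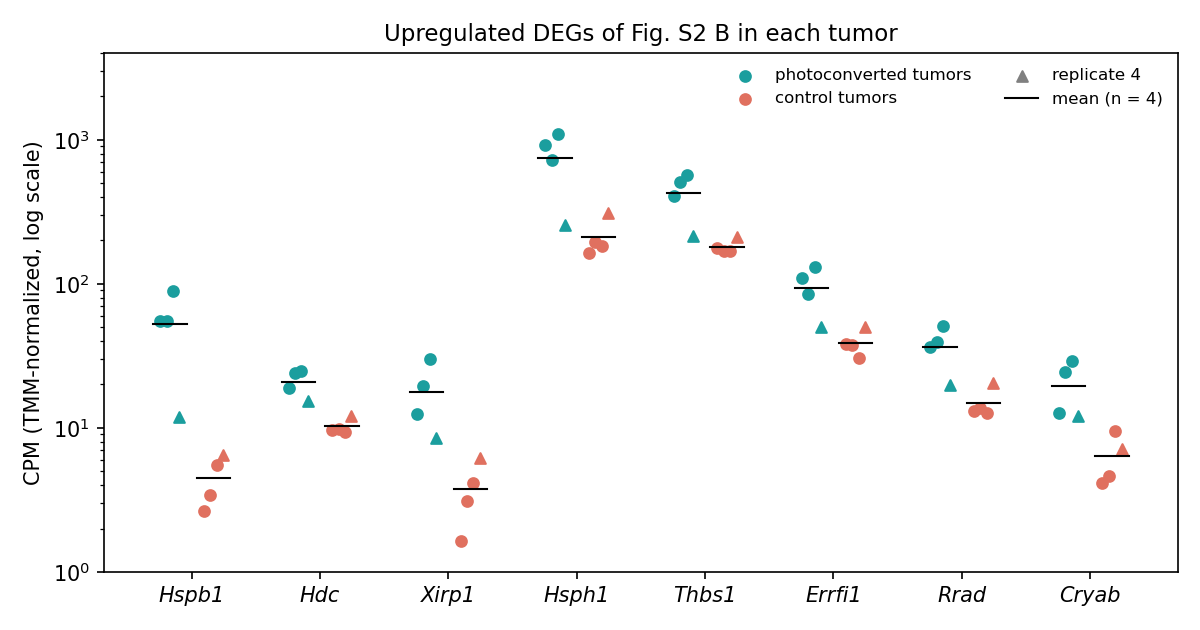
CPM of the 8 upregulated genes of Fig. S2 B in each tumor (vertical axis, log scale), with photoconverted tumors on the left and control tumors on the right of each gene, triangles for replicate 4 and lines at the mean of 4 tumors. Photoconverted tumor 4 is the lowest photoconverted tumor in all 8 genes, and for Hsph1 and Rrad it is below control tumor 4.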

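The labels of Fig. S2 F were read by eye as 189 genes, all of which were present in the count table and 174 of which were tested. Of these, 130 were higher and 44 were lower in photoconverted tumors, with a median log2 fold change of 0.15 against -0.01 for all genes tested. With the skeletal muscle list score as a covariate, 81 were higher and 93 were lower. In that fit the set was not past the threshold by camera, a competitive gene set test. The muscle score was itself 0.80 higher in photoconverted tumors, so that fit does not show that muscle RNA accounts for the set. With the log2 Rn45s share as a covariate, chosen after the data were seen, 127 were higher and 47 were lower. Without covariates, the set was higher in photoconverted tumors by camera with its default inter-gene correlation (p = 1.80e-14) and also with the replicate number as a block (p = 1.75e-17). When the correlation between the genes was estimated from the tumors (0.248), the p-value was 0.103. The mean score of the list, the log2 CPM of its genes relative to their means over the 8 tumors, differed by 0.29 between the groups (two-sided exact permutation test of tumors without regard to replicate numbers, p = 0.229). Within same-numbered pairs the photoconverted tumor had the higher score in 4 of 4 pairs, by 0.20, 0.36, 0.44 and 0.17 (two-sided exact sign-flip permutation test, p = 0.125, the smallest p that 4 pairs allow). These genes were chosen for display from the same tumors, so the tests describe the list and are not independent of it. None of the genes had an adjusted p under 0.05 in edgeR over all genes tested or over the list alone, and 27 had an unadjusted p under 0.05. In a preranked enrichment test by fgsea, the leading edge of the list held 71 genes, of which 0 had an adjusted p under 0.05 in edgeR and 26 had an unadjusted p under 0.05. The 3 genes of the list with the smallest p were Ereg, Cxcl10 and Il6. Ereg had 29.4 ± 10.5 CPM in photoconverted and 11.5 ± 3.76 CPM in control tumors, and Cxcl10 had 461 ± 109 CPM and 289 ± 32.0 CPM (SD, n = 4 each), with no overlap between the groups for either gene (two-sided exact permutation test, p = 0.0286 for each). Il6 had 5.05, 4.83 and 7.76 CPM in photoconverted tumors 1 to 3, 0.342 CPM in photoconverted tumor 4, and no more than 0.885 CPM in any control tumor (two-sided exact permutation test, p = 0.114). In the 5 tumors with an Rn45s share under 10%, the set was again higher by camera (p = 1.85e-09), which tests genes, whereas an exact permutation test of 3 tumors against 2 could not reach 0.05. Of 693 Reactome gene sets that were not selected from these data, 35 had an adjusted p under 0.05 by camera with its default correlation, all of them higher, and 28 did with the replicate block. Among them were chemokine receptor binding (44 genes, adjusted p = 6.89e-07 by camera in limma) and striated muscle contraction (27 genes, adjusted p = 2.48e-07 by camera in limma). With the inter-gene correlation estimated for each set, 0 Reactome gene sets had an adjusted p under 0.05 and 15 had an unadjusted p under 0.05. The estimated correlation was not combined with the replicate block for these sets or for the set of Fig. S2 F.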

Gene set enrichment analysis showed that several immune-related/inflammatory gene pathways were upregulated in photoconverted tumors (Fig. S2 E), although none of the leading-edge genes were significantly differentially expressed, reflecting the variable and modest induction of these pathways (Fig. S2 F). 

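Lists of marker genes written before the data were examined were scored in each tumor as the mean log2 CPM of their genes relative to the gene means. Of 13 lists, 0 differed between photoconverted and control tumors with an adjusted p under 0.05 or an unadjusted p under 0.05 (two-sided exact permutation tests with Benjamini-Hochberg adjustment over the lists). With genes scaled to z-scores the interferon target list had an unadjusted p of 0.0286 in the same test. The p53 target list had the same p with DESeq2 size factors. Neither list was under 0.05 with the other of these settings. All 13 lists had a higher mean score in photoconverted tumors, and an adjusted p under 0.05 would have required most lists to reach the smallest possible p. The score difference was 1.15 for 20 heat shock genes (p = 0.0571, adjusted p = 0.248 in exact permutation tests), 1.24 for 13 neutrophil genes (p = 0.114, adjusted p = 0.248) and 0.76 for 15 NF-kB target genes (p = 0.114, adjusted p = 0.248), each from the same permutation test. It was 0.67 for 15 immediate early genes (permutation p = 0.0857) and 0.30 for 15 interferon target genes (permutation p = 0.0571). Within same-numbered pairs, the photoconverted tumor had the higher score in 4 of 4 pairs for the interferon target, p53 target and skeletal muscle lists (sign-flip permutation p = 0.125 for each, the smallest possible) and in 3 of 4 pairs for the heat shock, neutrophil and NF-kB target lists (sign-flip permutation p = 0.250 for each). Within photoconverted tumors the SD of the scores was 0.66 for the heat shock list, 0.92 for the neutrophil list and 0.62 for the NF-kB target list (n = 4). Scores of the heat shock list were 0.89, 0.66 and 1.11 in photoconverted tumors 1 to 3, -0.37 in photoconverted tumor 4, and between -0.82 and -0.15 in control tumors. The Reactome set of HSF1-dependent transactivation (21 genes) was higher by camera in limma (adjusted p = 0.000166, and 0.0174 with the replicate block), as were the sets of the cellular response to heat stress (72 genes, adjusted p = 0.00160, and 0.0382 with the block) and the regulation of the HSF1-mediated heat shock response (54 genes, adjusted p = 0.00199, and 0.0287 with the block). With the inter-gene correlation estimated, the adjusted p of each was 0.994 in limma. Photoconverted tumor 4 had the lowest score of its group in 12 of the 13 lists. Between the 5 tumors with a low Rn45s share, 3 photoconverted and 2 controls, differences in list scores were not tested because no exact test of them could reach 0.05. The list scores of T cells, macrophages and proliferation differed by 0.15, 0.06 and 0.05 between the groups (permutation p = 0.743, p = 0.857 and p = 0.600). From its bulk RNA-seq data collectively, the paper concludes that photoconversion had a minimal effect and that light exposure induced inflammatory pathways to a limited extent.

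**Figure D3:**
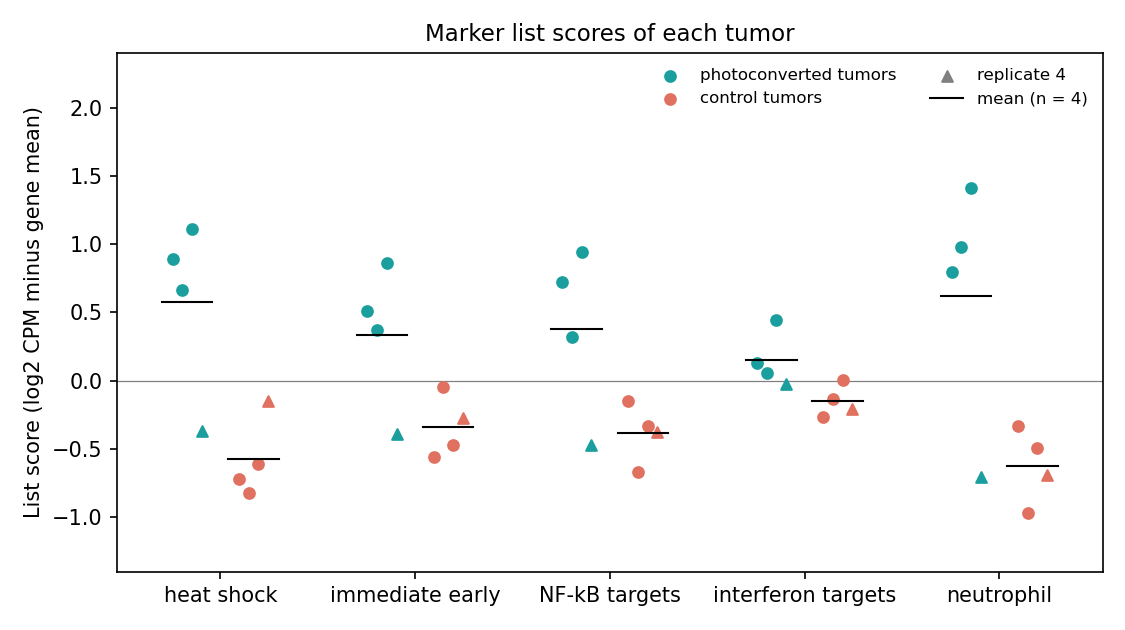
List scores (vertical axis, mean log2 CPM of the genes of a list minus the gene means over 8 tumors) of each photoconverted (left) and control (right) tumor for 5 marker lists, with triangles for replicate 4 and lines at the mean of 4 tumors. Photoconverted tumor 4 has the lowest score of its group in each of the 5 lists.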

Collectively, these data indicate that there was a minimal effect of photoconversion, and the induction of inflammatory pathways resulting from light exposure was limited. We additionally assessed the distribution of the newly entering and resident TILs, which suggested enrichment of Kaede Red^+^ cells within certain regions of the tumor (Fig. 1 E) and confirmed that Kaede Green^+^ and Kaede Red^+^ cells were both distributed throughout the tumor (Fig. 1 F).

**Figure S2.**
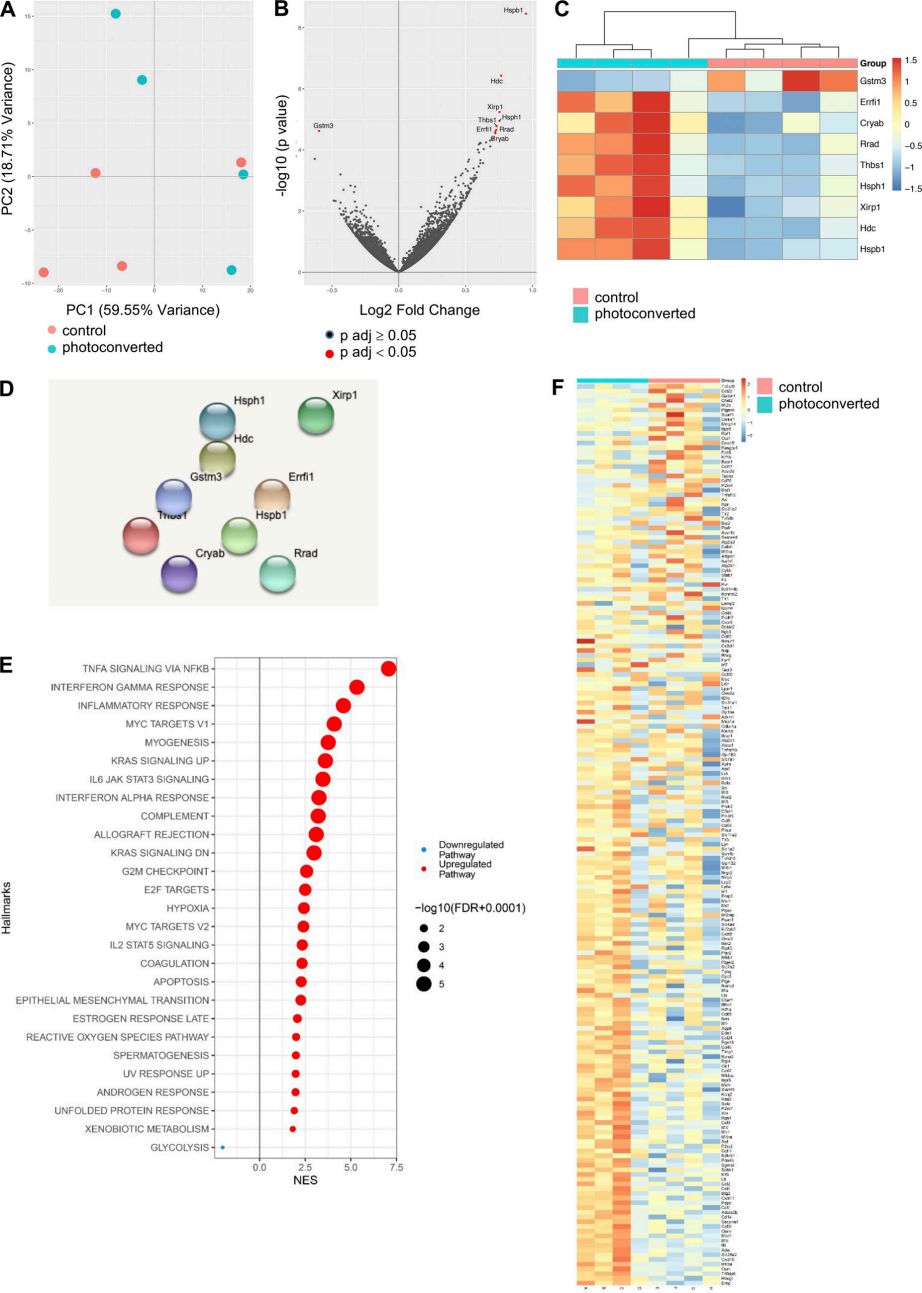
**Photoconversion induces minimal transcriptional changes within the tumor.** To investigate the potential effects of photoconversion upon cells within the tumor, bulk RNA-seq was performed on MC38 tumors 5 h after photoconversion (*n* = 4) alongside non-photoconverted controls (*n* = 4). **(A)** PC analysis. **(B)** Volcano plot with DEGs highlighted in red. **(C)** Heatmap of DEGs. **(D)** STRING analysis of DEGs. **(E)** Gene set enrichment analysis showing upregulated pathways. **(F)** Heatmap of the leading edge genes in pathways identified by gene set enrichment analysis.

Having assessed the extent and rate of immune cell recruitment into the tumor, we further sought to determine the capacity of different immune cells to egress this tissue (Torcellan et al., 2017). Therefore, we analyzed the composition of Kaede Red^+^ cells within the dLN at 24 and 72 h after photoconversion of the tumor (Fig. 1 G). Consistent with their critical role in cross-priming CD8 T cells recognizing tumor neo-Ags (Wculek et al., 2020), the Kaede Red^+^ CD45^+^ population of the dLN, but not the contralateral inguinal LN (cLN) contained a clear CD11c^+^ MHCII^+^ population of DCs (Fig. 1 H). In addition, both CD4^+^ and CD8^+^ T cells were evident amongst the Kaede Red^+^ population within the dLN, but also the cLN and spleen (Fig. 1, H and I), demonstrating that some immune cells egress the tumor and circulate through peripheral lymphoid tissues.

### scRNA-seq of newly entering versus resident TILs

To fully capture cellular heterogeneity amongst the newly entering and tumor-resident TIL populations, we isolated Kaede Green^+^ and Kaede Red^+^ TILs (CD45^+^CD11b^−/lo^) from MC38 tumors at 24 and 72 h after photoconversion (named: G24, G72, R24, R72, respectively) and analyzed their transcriptomes using scRNA-seq. After quality control, unbiased clustering of TILs from all samples revealed 15 distinct clusters, 5 of which were assigned as CD8 T cells, 2 as FoxP3^−^ CD4 T cells, 4 as FoxP3^+^ Tregs, 3 as NK cells, with 1 γδ T cell cluster, based on the expression of canonical marker genes (e.g., *Cd8a*, *CD3e*, *Foxp3*, *Ncr1*; Fig. 2, A and B). Analysis of the cell type–specific clusters confirmed that each contained cells from both time points and included both Kaede Green^+^ and Kaede Red^+^ cells (Fig. 2 C), although Kaede Red^+^ cells dominated as observed in the initial flow cytometric characterization (Fig. 1 C). Notably, the Kaede Green^+^ (G24, G72) and Kaede Red^+^ (R24, R72) cells were not evenly distributed among clusters, but preferentially occupied specific clusters, indicating that newly entering and resident TIL populations have distinct transcriptional profiles (Fig. 2 D). Combined, these data describe a novel in vivo model that can define the phenotype of TILs as they enter the tissue and map transcriptional changes over time within this environment.

**Figure 2.**
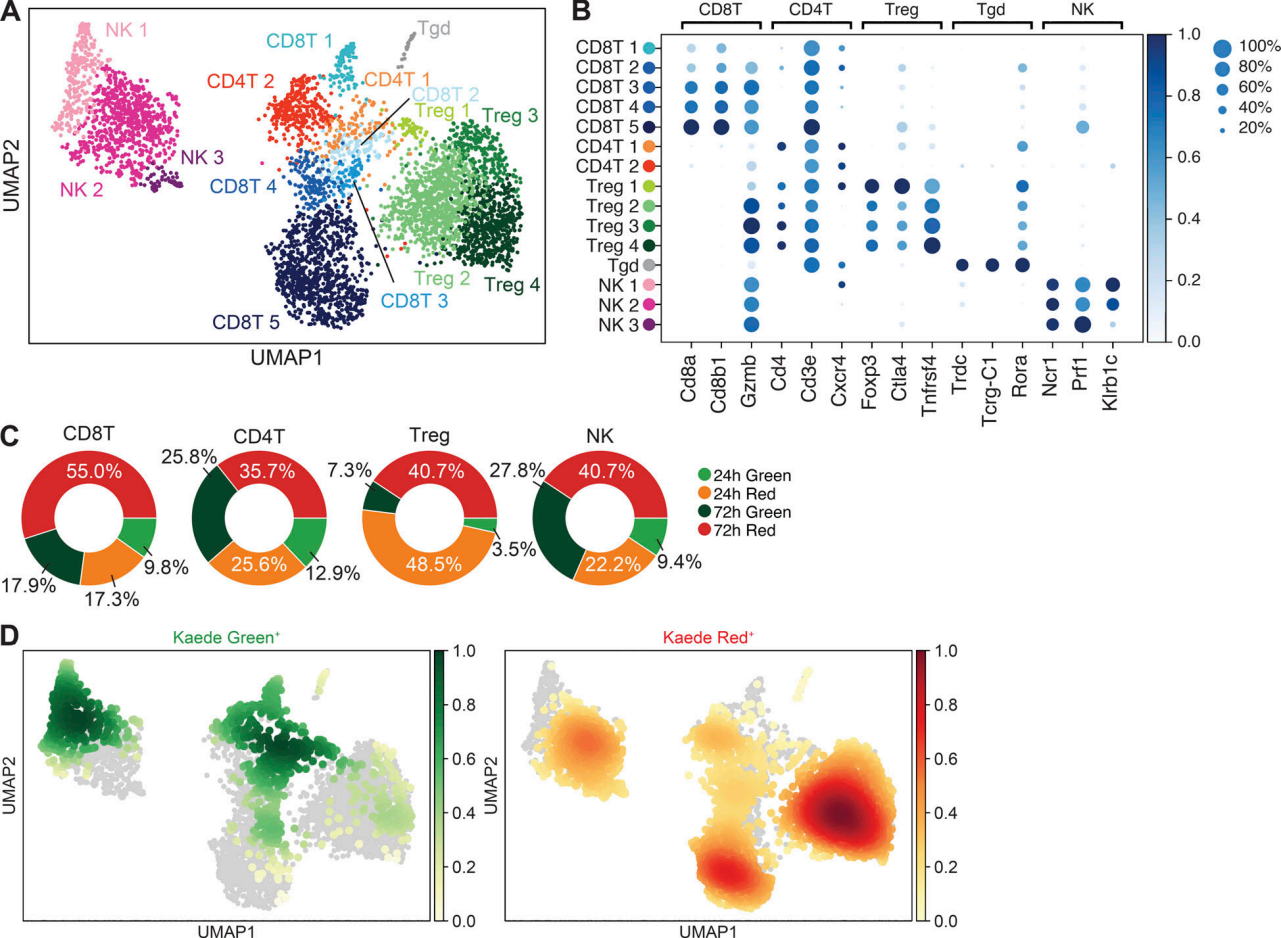
**scRNA-seq analysis of heterogeneity within newly entering and resident TILs.** Kaede Green^+^ and Kaede Red^+^ TILs were isolated by FACS (live CD45^+^Ter119^−^CD11b^−/lo^) from pools of MC38 tumors (*n* = 4 at each time point) at 24 and 72 h after photoconversion, generating four samples (G24, G72, R24, and R72) and analyzed by scRNA-seq. **(A)** UMAP of 4,597 TIL cells colored according to cell clusters (CD8T1-5, CD4T1-2, Treg1-4, NK1-3, and Tgd). **(B)** Mean expression dot plot of canonical marker genes for major cell types. The size of the circles corresponds to the percentage of cells expressing the gene, and the increasing mean expression value (scaled from 0 to 1) corresponds to an increasing gradient from white to blue. **(C)** Sample composition of CD8 T cells, CD4 T cells, Tregs, and NK cells isolated from tumors. **(D)** UMAPs showing the density (gaussian kernel density estimates) of Kaede Green^+^ and Kaede Red^+^ cells in the embedding.

### LAG-3 expression defines Tregs retained within the tumor

Treg-mediated suppression curtails the anti-tumor response (Arce Vargas et al., 2018; Shimizu et al., 1999); however, it is evident that tumor Tregs are heterogeneous in their source and specificity (Hindley et al., 2011; Stockis et al., 2019), limiting our understanding of how the Treg compartment of tumors is formed and sustained. Thus, we initially sought to exploit our new tumor model to define the CD4 T cell compartment within the tumor and then utilize the single-cell transcriptomes to investigate how Tregs change within the tumor microenvironment over time. First, we assessed the top 50 differentially expressed genes (DEGs) alongside the expression of a selected group of genes associated with CD4 T cell and Treg biology (Fig. S3, A and B). The CD4 T cell clusters expressed markers consistent with memory populations including *Cd44*, *Tcf7*, and *Sell*, and were transcriptionally quite distinct from the Treg populations. Flow cytometric analysis of FoxP3^−^ CD4 T cells confirmed the presence of two CD44^+^ populations that could be identified by differential expression of markers such as CD62L, PD-1, and CD29 and likely represented clusters CD4T1/2 (Fig. S3 C).

**Figure S3.**
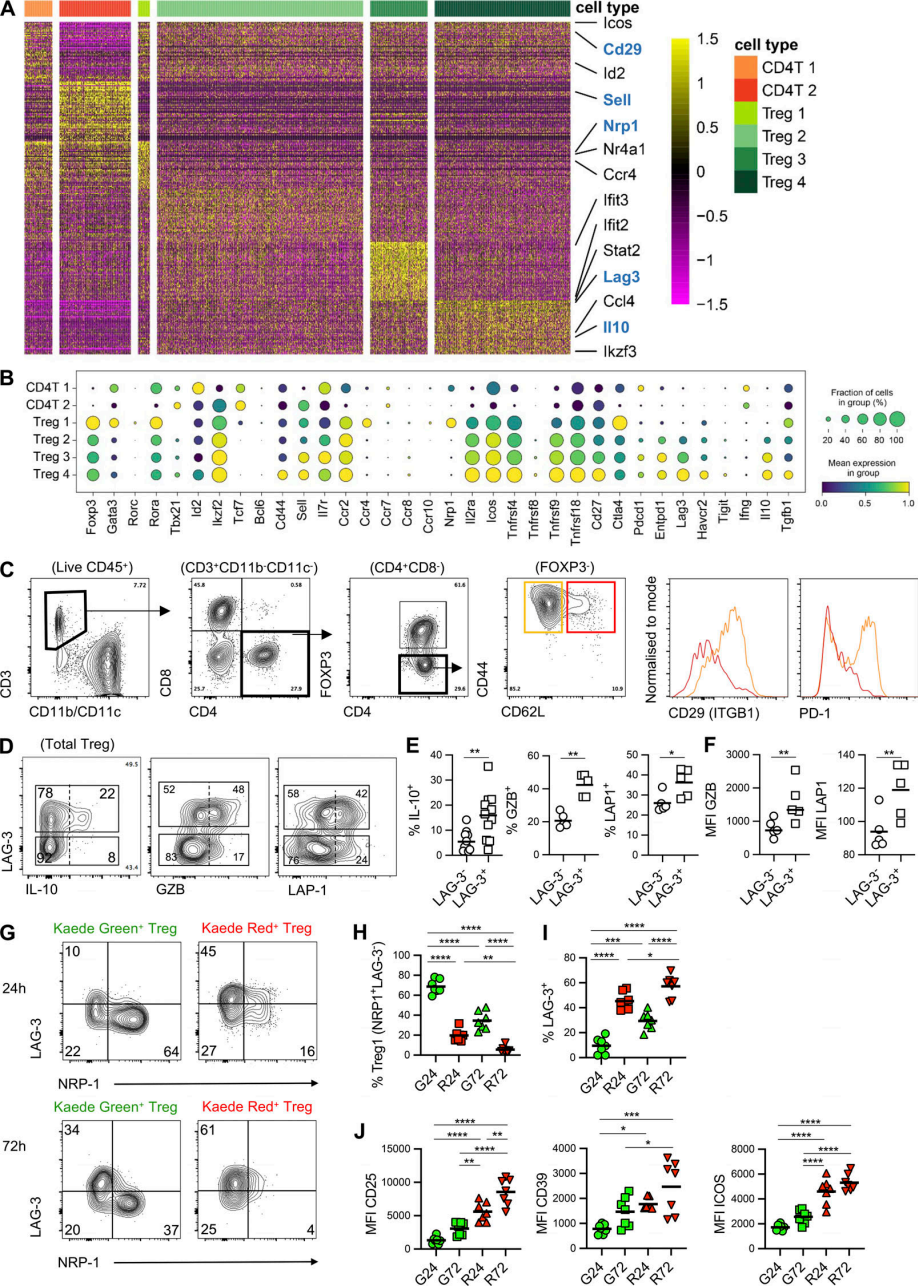
**Differential gene expression amongst CD4 T cell populations within the tumor. (A)** Top 50 DEGs for Treg clusters. **(B)** Mean expression dot plot of selected regulatory T lymphocyte markers. Size of circles correspond to percentage of cells expressing gene and increasing mean expression value (scaled from 0 to 1) corresponds to increasing gradient from purple to blue to green to yellow. **(C)** Representative flow cytometry showing gating strategy to identify two Foxp3^−^ CD4 populations based on CD62L expression and their differential expression of PD-1 and CD29 in MC38 tumors. **(D)** Representative flow cytometry plots showing expression of IL-10, Granzyme B (GZB) and LAP-1 (to detect TGFβ) by LAG-3^+^ and LAG-3^−^ Tregs in MC38 tumors. **(E)** Proportion of LAG-3^+^ and LAG-3^−^ Tregs expressing IL-10 (*n* = 11), GZB (*n* = 5), and LAP-1 (*n* = 5). **(F)** Geometric MFI of GZB and LAP-1 expression by LAG-3^+^ and LAG-3^−^ Tregs (*n* = 5). **(G)** Representative flow cytometry plots showing LAG-3 versus NRP-1 expression by Kaede Green^+^ and Kaede Red^+^ Tregs isolated from CT26 tumors at 24 and 72 h after photoconversion. **(H and I)** Proportion of Kaede Green^+^ and Kaede Red^+^ Tregs in CT26 tumors with (H) the phenotype of “Treg 1” subset (NRP1^+^ LAG-3^−^) and (I) LAG-3^+^ at 24 (*n* = 7) and 72 h (*n* = 7) after photoconversion. **(J)** MFI of CD25, CD39, and ICOS by Kaede Green^+^ and Kaede Red^+^ Tregs in CT26 tumors at 24 and 72 h after photoconversion (*n* = 7). Two independent experiments were performed. Values on flow cytometry plots represent percentages and bars on scatter plots represent the mean values. Statistical significance was tested using paired *t* test (E and F), and ordinary one-way ANOVA with Tukey’s multiple comparisons test (H–J): *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001; ****, P ≤ 0.0001.

Focusing on the Treg clusters, it was notable that *Nrp-1* expression, but not *Ikzf2* (Gottschalk et al., 2012; Thornton et al., 2010; Weiss et al., 2012), was only detected within the Treg1 cluster along with *Ccr4*, previously reported to drive Treg recruitment into tumors (Curiel et al., 2004; Ishida and Ueda, 2006). These cells also expressed low levels of genes associated with Treg activation compared with other clusters, including *Il2ra*, *Icos*, *Entpd1*, *Tnfrsf4*, *Tnfrsf9*, and *Tnfrsf18* (Fig. S3 B). In contrast, Treg clusters 2–4 were differentiated by a graded expression of Treg “activation” markers, with Treg4 exhibiting the most suppressive phenotype based upon expression of *Lag3*, *Havcr2*, and *Il10* (Fig. S3 B).

Assessing the distribution of Tregs from the different samples clearly indicated that newly entering Tregs dominated the Treg1 cluster, but were sparsely represented within all other Treg clusters (Fig. 3 A). Indeed, enumerating the proportion of each sample within the clusters confirmed that 85% of the cells in Treg1 were Kaede Green^+^, while >85% of the Tregs in clusters 2–4 came from Kaede Red^+^ samples (Fig. 3 B). Thus, the Treg1 cluster described the majority of newly arrived Tregs in the tumor, while Treg2–4 comprised those retained within the tumor. Pseudotime analysis of the Treg clusters, rooted in Treg1, indicated a cell-fate trajectory that progressed to Treg2 but then bifurcated to give rise to either the Treg3 or Treg4 clusters (Fig. 3 C).

**Figure 3.**
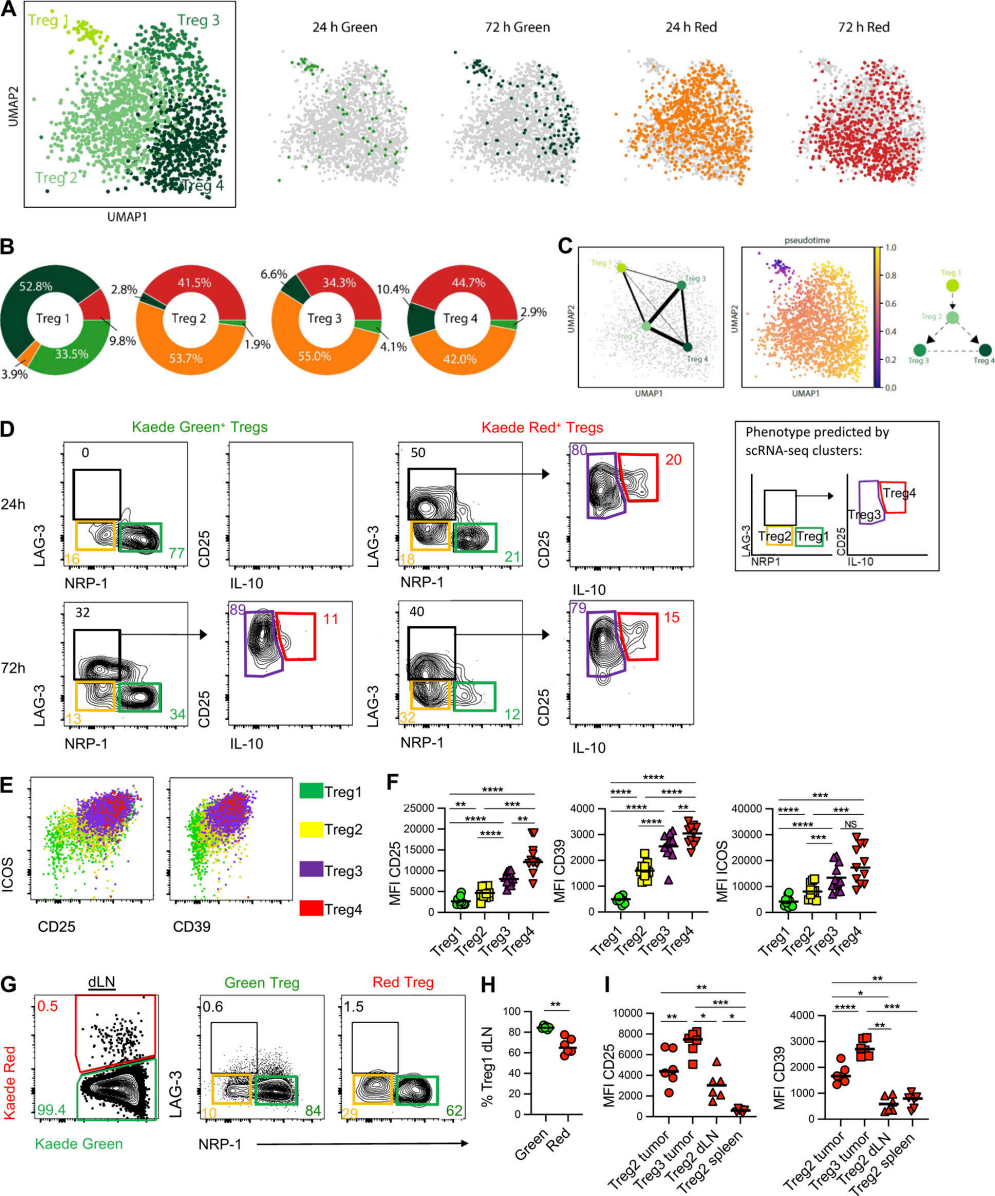
**LAG-3 expression defines Tregs retained within the tumor.** The Treg compartment of MC38 tumors was assessed to define the phenotype of newly recruited and tumor-resident Treg populations. **(A)** UMAPs of 1,749 Tregs colored according to clusters or sample source (G24, G72, R24, and R72). **(B)** Pie charts showing proportions of each sample (G24, G72, R24, R72) in the four Treg clusters. **(C)** UMAPs showing predicted trajectory analysis using PAGA and palantir, rooted in cluster Treg1 alongside pseudotime. Increasing pseudotime value is colored from blue to purple to orange to yellow. **(D)** Representative flow cytometry plots showing Kaede Green^+^ and Kaede Red^+^ Treg populations at 24 and 72 h after photoconversion and defined by differential expression of NRP-1, LAG-3, CD25, and IL-10. **(E)** Representative flow cytometry plots showing the expression of ICOS versus CD25 and ICOS vs. CD39 by Treg1–4, as defined in D. **(F)** Geometric MFI of CD25, ICOS and CD39 by the Treg1–4 populations (*n* = 14). Data were pooled from two time points, i.e., 24 h and 72 h after photoconversion. **(G)** Representative flow cytometry plots defining the Kaede Red^+^ Treg population within the dLN at 24 h after photoconversion and further comparison of NRP-1 versus LAG-3 expression by the Kaede Green^+^ and Kaede Red^+^ Tregs. **(H)** Proportion of Kaede Green^+^ and Kaede Red^+^ Tregs in the dLN with the phenotype of Treg 1 subset (*n* = 6). **(I)** Geometric MFI of CD25 and CD39 expression by Treg2 and Treg 3 phenotype cells in the tumor and LAG-3^−^NRP-1^−^ (Treg2-like) cells in the dLN and spleen (*n* = 6). Two independent experiments were performed. Values on flow cytometry plots define percentage cells within gate. All bars represent median values. Statistical significance was tested in G and J using paired two-tailed *t* test, in H using two-way ANOVA with Sidak’s multiple comparisons test, and in K using one-way ANOVA with Tukey’s multiple comparisons test: *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001; ****, P ≤ 0.0001.

We then sought to validate these transcriptomic differences and establish refined flow cytometry panels that could better distinguish between Treg populations based on time within the tumor. Using the expression of NRP-1, LAG-3, and IL-10 as putative identifiers of the different clusters, this approach confirmed that the vast majority of newly recruited Tregs were NRP-1^+^ LAG-3^−^ (Fig. 3 D) and CD25^+^ ICOS^+^ CD39^−^ (Fig. 3, E and F), consistent with the Treg1 transcriptomic profile. The remaining Kaede Green^+^ Tregs lacked the expression of NRP-1 and LAG-3, but did express CD25, ICOS, and CD39, consistent with the Treg2 transcriptome. Notably, within Kaede Green^+^ Tregs at 72 h after photoconversion, the proportion of NRP-1^+^ LAG-3^−^ cells was reduced and the NRP-1^−^ cells additionally contained a LAG-3^+^ population (Fig. 3 D), suggesting that LAG-3 expression was induced over time in the tumor and potentially identified the Treg3 and Treg4 populations. In support of this, LAG-3^+^ Tregs were evident amongst the retained Kaede Red^+^ cells, while the proportion of NRP1^+^ LAG-3^−^ Tregs was further reduced compared with Kaede Green^+^ Tregs. All LAG-3^+^ Tregs expressed increased levels of CD25, ICOS, and CD39 (Fig. 3, E and F), again consistent with the transcriptomic analysis. Amongst those LAG-3^+^ Tregs with the highest expression of CD25, ICOS, and CD39 were cells capable of producing IL-10 upon restimulation, consistent with the Treg4 cluster. We determined that functionally, LAG-3^+^ Tregs produced significantly more TGFβ, IL-10, and Granzyme B than LAG-3^−^ Tregs (Fig. S3, D–F). We also confirmed that LAG-3 expression identified Tregs retained within tumors in CT26 tumors (Fig. S3, G–J).

Finally, to further understand the fate of intratumoral Tregs, we asked whether Tregs egressed the tumor and if so, whether this was associated with a particular phenotype. Analysis of Kaede Red^+^ Tregs within the dLN after photoconversion of the tumor revealed that the majority were NRP-1^+^ LAG-3^−^ (the “Treg1” phenotype), although a minor NRP-1^−^ LAG-3^−^ population was also detected (Fig. 3, G and H). Thus, either LAG-3^−^ Tregs are not all retained within the tumor or LAG-3 expression is downregulated upon egress. Since Kaede Red^+^ Tregs in the dLN and spleen expressed significantly less CD25 and CD39 than LAG-3^+^ Tregs in the tumor, our data was consistent with the egress of LAG-3^−^ Tregs, rather than simply the downregulation of LAG-3 by Tregs upon or after egress (Fig. 3 I).

Collectively, these data afford new insight into how tumor-infiltrating Treg phenotypes change over time, with LAG-3 expression identifying Tregs that become retained within this environment. Our data further indicate that the expression of NRP-1 is lost over time in the tumor, and this can be at least partially explained by the failure to retain NRP-1^+^ Tregs.

### Rapid establishment of an exhaustion program within tumor-retained CD8 T cells

The intratumoral CD8 T cell compartment is diverse, comprised of effector cells becoming increasingly exhausted, alongside naive, memory, stem-like, and bystander CD8 T cell populations (Jansen et al., 2019; Kurtulus et al., 2019; Simoni et al., 2018; Singer et al., 2016). Using our temporal labeling approach, we sought to better define the fate of these different CD8 T cell populations within the tumor over time. Initial clustering of TILs identified five distinct CD8 T cell clusters (Fig. 4 A). The vast majority of the cells within the CD8T1 and CD8T2 clusters were Kaede Green^+^ and had recently entered the tumor, CD8T3 was more evenly split between the different samples, and CD8T4 and CD8T5 contained mostly Kaede Red^+^ cells (Fig. 4, B and C). It was notable that virtually all cells within CD8T5 were from the Kaede Red^+^ 72 h time point, indicating that prolonged residence within the tumor resulted in this transcriptional profile.

**Figure 4.**
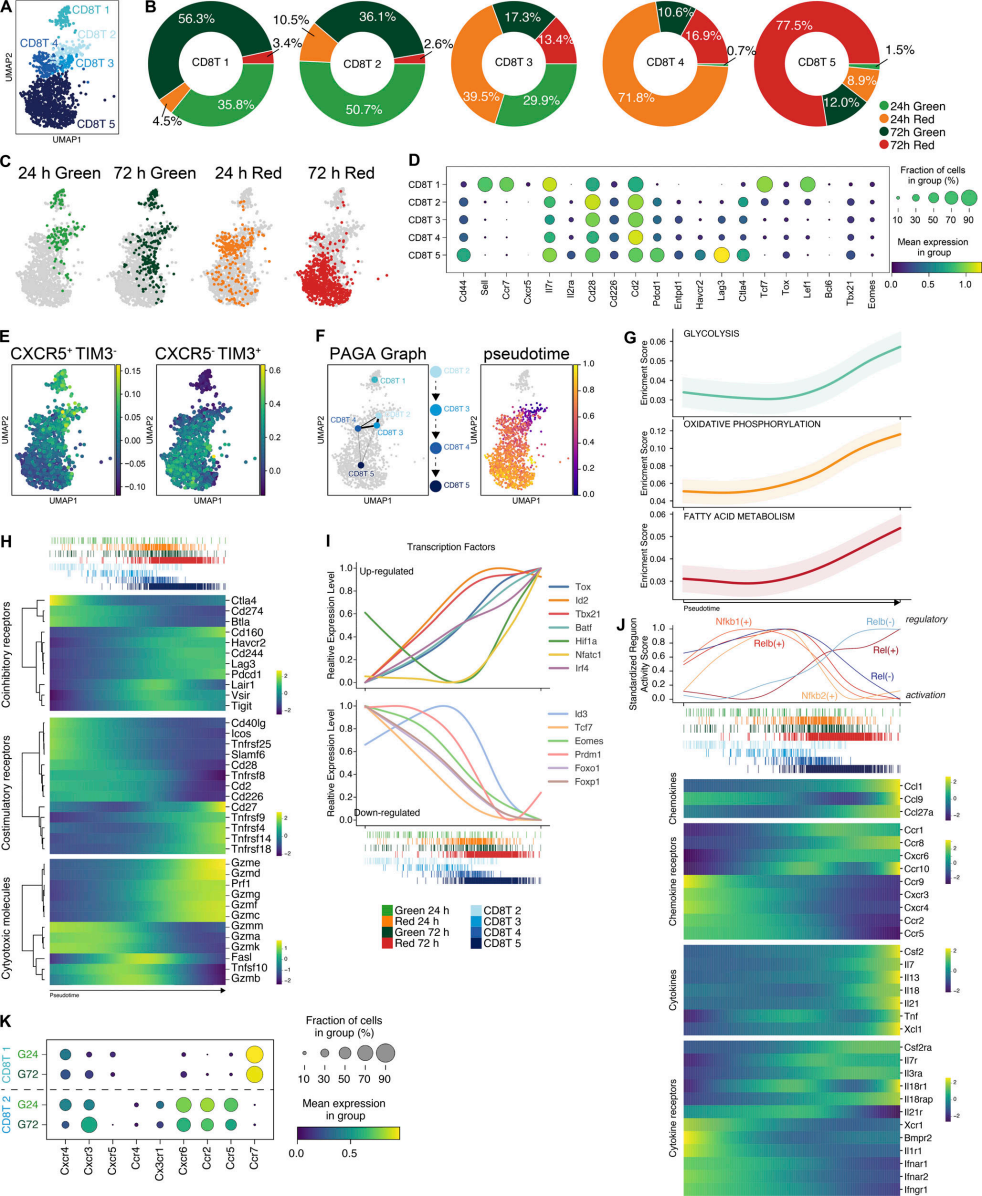
**Rapid establishment of an exhaustion program within tumor-retained CD8 T cells.** Trajectory analyses of the CD8 T cell clusters were used to assess the transcriptomic changes of CD8 T cells after tumor entry and the rate at which an exhausted phenotype was established. **(A)** UMAP of 1,359 CD8 T cells upon tumor entry and retention. **(B)** Pie charts showing proportions of each sample (G24, G72, R24, R72) in the five CD8 T cell clusters. **(C)** CD8 T cell UMAP colored according to sample source. **(D)** Mean expression dot plot of selected genes associated with CD8 T cell phenotype and function. The size of the circles corresponds to the percentage of cells expressing the gene, and the increasing mean expression value (scaled from 0 to 1) corresponds to increasing gradient from purple to blue to green to yellow. **(E)** UMAPs showing a comparison with published CD8 T cell subsets from mice chronically infected with LCMV (Im et al., 2016). **(F)** UMAPs showing predicted trajectory analysis using PAGA and palantir, rooted in cluster CD8T2 alongside pseudotime. Increasing pseudotime value is colored from blue to purple to orange to yellow. **(G)** Gene set enrichment scores for glycolysis, oxidative phosphorylation, and fatty acid metabolism over pseudotime (scaled from 0 to 1). **(H)** Heatmaps showing the expression of coinhibitory, costimulatory, and cytotoxic molecules by CD8 T cells over pseudotime. **(I)** Relative expression of key TFs either up-regulated (top graph) or down-regulated (bottom graph) over pseudotime. **(J)** Top: NF-κB–related TF specificity/activity score plotted as individual line graphs. Bottom: Heatmaps showing the expression of chemokines and cytokines and receptors by CD8 T cells over pseudotime. Expression values/TF specificity/activity scores are binned and averaged at 500 regular intervals. Increasing value on heatmaps corresponds to an increasing gradient from purple to blue to green to yellow. **(K)** Mean expression dot plot of selected chemokine receptors genes (expressed by at least >10% of cells) within Kaede Green^+^ CD8T1 and CD8T2 cells. The size of the circles corresponds to the percentage of cells expressing gene and the color gradient from purple to blue to green to yellow corresponds to increasing mean expression value.

To determine the phenotype of the different CD8 T cell clusters, we analyzed the top 50 DEGs (Fig. S4 A) alongside the expression pattern of a selected set of genes, including the homing receptors used to define naive and memory subsets (Sallusto et al., 1999), exhaustion markers, effector functions, and key transcription factors (TFs) associated with different CD8 T cell states (Figs. 4 D and S4 B). Considering the phenotype of CD8 T cells that had newly entered the tumor, the abundance of TF transcripts such as *Tcf7*, *Klf2*, and *Lef1*, as well as homing molecules such as *Sell* and *Ccr7*, in the absence of inhibitory receptor expression (e.g., *Pdcd1*) and with low levels of *Cd44*, indicated that CD8T1 likely contained naive CD8 T cells. Since cells within the CD8T2 cluster co-expressed *Tcf7*, *Cd44*, *Il7r*, and *Pdcd1*, we anticipated that memory and stem-like CD8 T cell populations were likely present here. The expression of canonical markers of activation and effector function (*Cd44*, *Ifng*, *Prf1*, *Gzmb*, and *Ccl4*), the TFs driving this program (*Tbx21* and *Eomes*), and the inhibitory receptors (including *Pdcd1*, *Lag3*, and *Havcr2*) suggested that CD8T4 represented activated effector cells becoming exhausted in CD8T5. To explore this further, we compared these data with published datasets defining the transcriptome of intratumoral CD8 T cells. The differential expressions of PD-1 and TIM-3 have been used to define three distinct populations within MC38 tumors (Kurtulus et al., 2019; Singer et al., 2016), including a PD-1^−^ TIM-3^−^ subset thought to comprise of naive, memory, and stem-like cells, through to exhausted PD-1^+^ TIM-3^+^ cells. Gene set enrichment analysis indicated an enrichment of the PD-1^−^ TIM-3^−^ signature in CD8T1 and 2, whilst the PD-1^+^ TIM-3^+^ “exhaustion” signature was enriched in CD8T5 (Fig. S4 C). Similarly, the signature of CXCR5^+^ TIM-3^−^ stem-like CD8 T cells identified during chronic LCMV infection (Im et al., 2016) was also enriched within CD8T1 and CD8T2 (Fig. 4 E).

**Figure S4.**
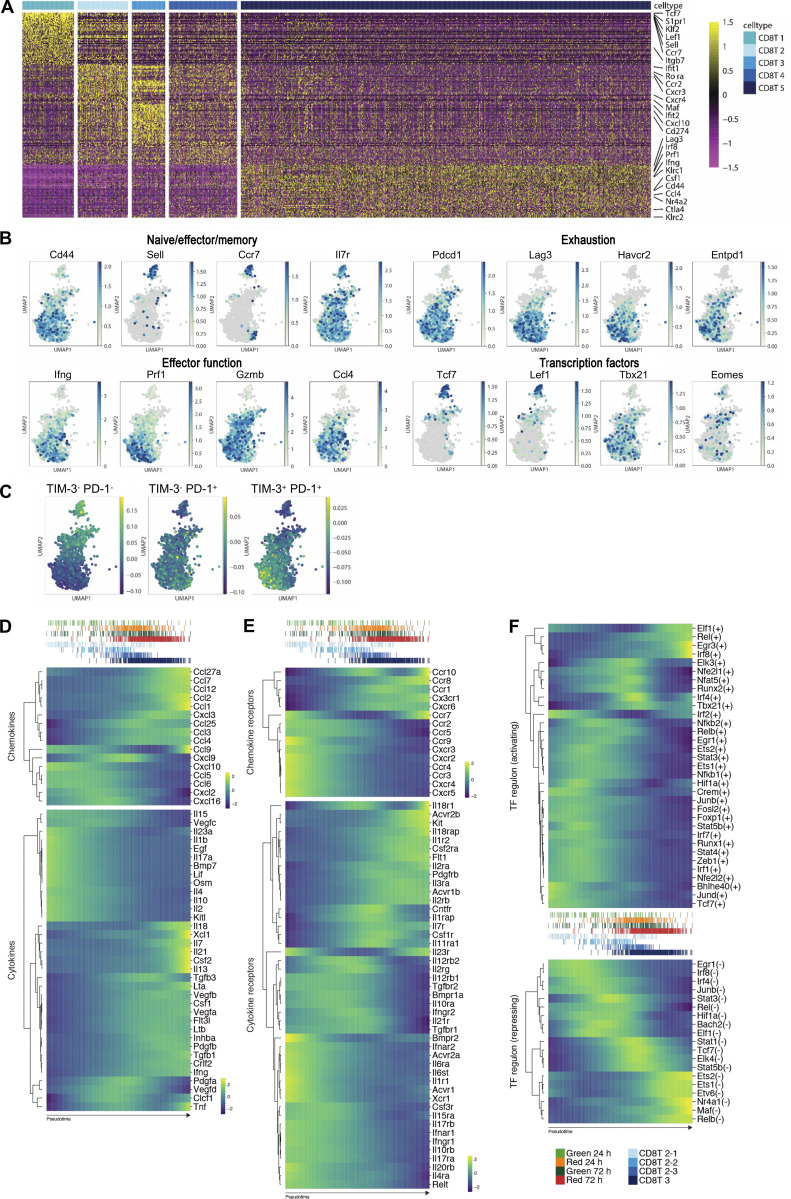
**Expression of key genes within intratumoral CD8 T cells. (A)** Top 50 DEGs for CD8 T cell clusters in MC38 tumors. **(B)** UMAPs showing expression of a selected panel of genes highlighting differentiation stage, exhaustion markers, effector functions and TFs to help inform of CD8 T cell clusters. **(C)** UMAPs showing comparison with published intratumoral CD8 T cell subsets (Singer et al., 2016): Tim-3^−^ PD-1^−^, Tim-3^−^ PD-1^+^, Tim-3^+^ PD-1^+^. **(D)** Heatmaps showing expression of chemokines and cytokines by CD8 T cells over pseudotime. **(E)** Heatmaps showing expression of chemokine receptors and cytokine receptors by CD8 T cells over pseudotime. **(F)** Heatmaps showing predicted activating and repressing TF regulons by CD8 T cells over pseudotime. Expression values/TF specificity/activity scores are binned and averaged to 500 regular intervals and increasing value corresponds to increasing gradient from purple to blue to green to yellow.

To precisely define the transcriptional changes occurring in CD8 T cells after tumor entry, we applied a pseudotime analysis to the CD8 T cell clusters. Ignoring the putative naive population (CD8T1), this indicated a cell fate trajectory that progressed from CD8T2 → CD8T3 → CD8T4 → CD8T5 (Fig. 4 F). The analysis of metabolomic signatures over pseudotime indicated profound changes in glycolysis, oxidative phosphorylation, and fatty acid metabolism as CD8 T cells adapted to the tumor microenvironment (Fig. 4 G). We observed the expected increase in the expression of inhibitory receptors over pseudotime, including *Pdcd1*, *Lag3*, *Cd244*, *Havcr2*, *Cd160*, and *Tigit* as the CD8 T cells acquired an exhausted transcriptomic signature (Fig. 4 H); however, the expression of *Cd274* (encoding PD-L1) and *Btla* expression appeared to decrease (Haymaker et al., 2012; Wherry et al., 2007). There was a general reduction in costimulatory receptor expression, including *Cd28*, *Icos*, and *Cd2*; however, some TNF receptor super family members such as *Cd27*, *Tnfrsf4*, and *Tnfrsf9* progressively increased (Fig. 4 H). There were further striking changes in the expression of cytotoxic molecules (e.g., switch from *Gzma*, *Gzmk* to *Gzmc-f*; Fig. 4 H), and chemokines (e.g., upregulation *Ccl1*, *Ccl2*, *Ccl7*, and *Ccl27*) associated with worse cancer prognosis (Eckstein et al., 2020; Hwang et al., 2012; Kuehnemuth et al., 2018; Simonetti et al., 2006; Fig. S4 D). The expression of *Il2* was rapidly downregulated as previously described for exhausted CD8 T cells (Wherry et al., 2007); however, *Ifng* expression appeared to be maintained (Williams et al., 2017). The analysis of chemokine receptors (Fig. S4 E) highlighted a complete switch in expression from molecules mediating recruitment (*Ccr2*, *Ccr3*, *Ccr4*, *Ccr5*, *Cxcr3*, *Cxcr4*, *Cxcr5*; Harlin et al., 2009; Nagarsheth et al., 2017) to receptors that potentially contribute to retention within the tumor (Ccr8, Ccr10; Facciabene et al., 2011; Plitas et al., 2016).

To investigate how these transcriptomic changes were orchestrated, we assessed TF expression across pseudotime, revealing the increased expression of key TFs associated with establishing the exhausted program, including *Batf*, *Id2*, *Irf4*, *Tbx21*, and *Tox* (Fig. 4 I). The upregulation of *Hif1a* and *Nfatc1*, also associated with T cell exhaustion, was notably delayed in comparison, while a gradually reduced expression of *Tcf7*, *Eomes*, *Prdm1*, *Foxo1*, and *Foxp1* was observed (Fig. 4 I). Since TF activity may not be accurately reflected by the transcript level per se, we performed TF regulon enrichment analysis among genes that were significantly differentially expressed along pseudotime (Fig. S4 F). This identified 33 activating regulons and 19 repressing regulons predicted to regulate the expression of these genes. Notable among these regulons were Rel family TFs, including *Nfkb1*, *Nfkb2*, *Rel*, and *Relb.* We observed distinct patterns of *Rel* family regulon activity across pseudotime (Fig. 4 J), and genes predicted to be controlled by these TFs included chemokines (*Ccl1*, *Ccl9*) and chemokine receptors (*Ccr9*, *Ccr10*) that showed marked variation over pseudotime. Our analysis implicates the *Rel* TFs as key orchestrators of on-going localization of CD8 T cells within the tumor.

Finally, we specifically compared chemokine receptor expression within the newly entering CD8T1 and CD8T2 cells to potentially identify molecular interactions involved in the recruitment of TCF1^+^ PD-1^+^ CD8 T cells into the tumor. Elevated expression of multiple receptors in CD8T2, including *Cxcr6*, *Ccr2*, and *Ccr5*, suggested several candidate pathways (Fig. 4 K). Combined, these data provide a distinct characterization of the transcriptomic changes within CD8 T cells over time within the tumor microenvironment.

### Tracking Ag-specific CD8 T cells over time to validate transcriptomic changes

To validate the key transcriptional differences that defined the CD8 T cell clusters in our scRNA-seq analysis, we used flow cytometry to track changes in protein expression over time. In both MC38 and CT26 tumors, the majority of CD8 T cells retained within the tumor for at least 24 h (Kaede Red^+^) expressed high levels of PD-1, in contrast to those newly entering (Kaede Green^+^), and furthermore, only these Kaede Red^+^ cells contained a clear PD-1^+^ TOX^+^ population (Fig. 5, A–D). To specifically assess changes in Ag-specific CD8 T cells over time, we tracked an endogenous CD8 T cell response to the MC38 neo-Ag (KSPWFTTL) using MHCI pentamers (Fig. 5 E). Ag-specific CD8 T cells newly recruited into the tumor expressed minimal levels of PD-1, LAG-3, and CD39 alongside reduced amounts of Granzyme B compared with the retained populations (Fig. 5 F). A stepwise increase in the expression of all of these molecules was observed over time, such that CD8 T cells retained within the tumor for at least 72 h robustly expressed PD-1, LAG-3, CD39, and the highest level of Granzyme B (Fig. 5, G and H). Combined with the transcriptional analysis, these data indicate that all CD8 T cells retained within the tumor for at least 3 d developed an exhausted phenotype.

**Figure 5.**
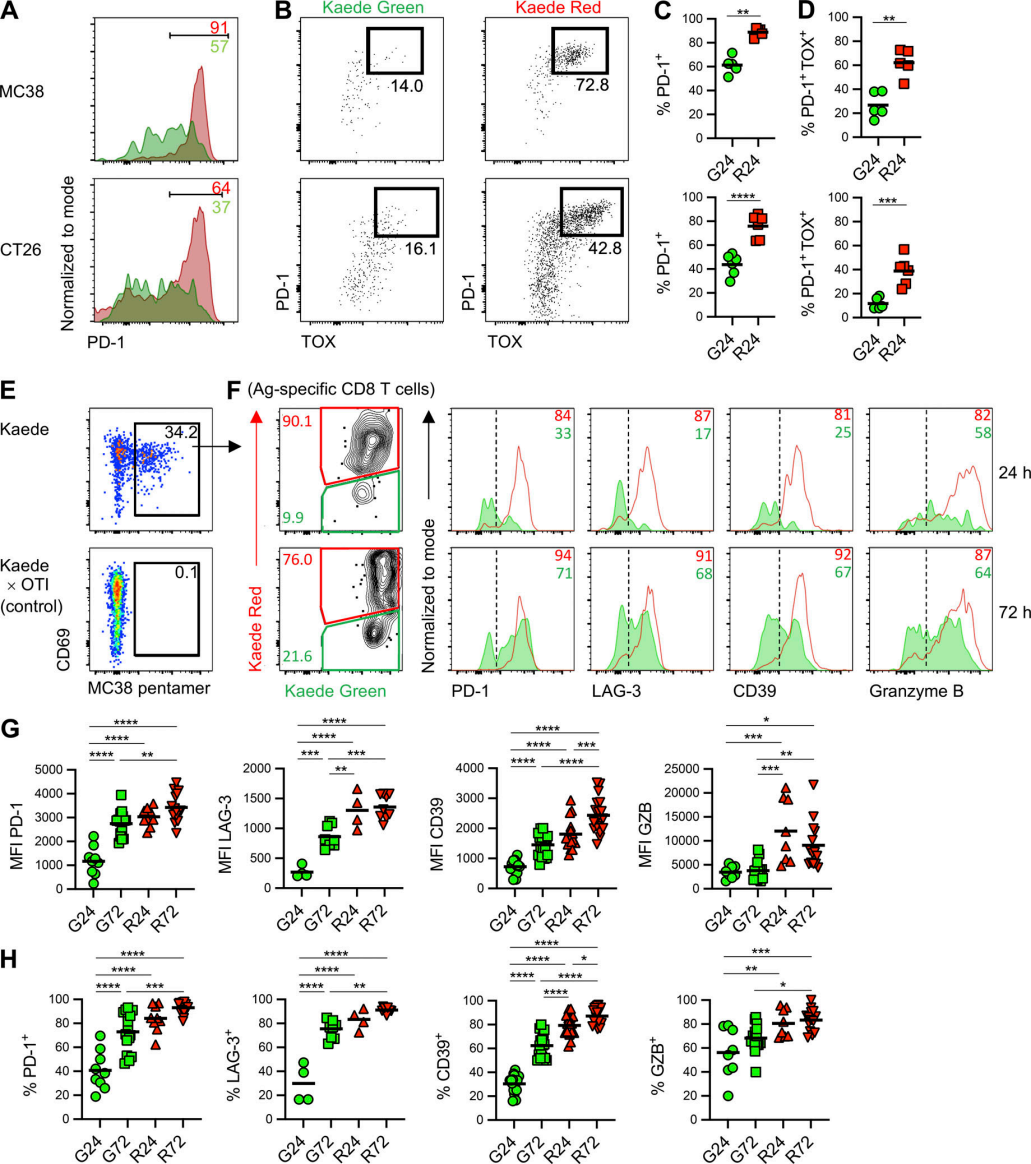
**Tracking Ag-specific CD8 T cells over time to validate transcriptomic changes. (A)** Representative histograms showing PD-1 expression by Kaede Green^+^ and Kaede Red^+^ CD8 T cells (CD44^+^CD62L^−^) 24 h after photoconversion of MC38 (*n* = 5) and CT26 tumors (*n* = 6). **(B)** Representative flow cytometry plots showing expression of PD-1 versus TOX by Kaede Green^+^ and Kaede Red^+^ CD8 T cells (CD44^+^CD62L^−^) 24 h after photoconversion of MC38 (*n* = 5) and CT26 tumors (*n* = 6). **(C and D)** The proportion of (C) PD-1^+^ and (D) PD-1^+^TOX^+^ CD8 T cells (CD44^+^CD62L^−^) amongst Kaede Green^+^ and Kaede Red^+^ CD8 T cells 24 h after photoconversion of MC38 (*n* = 5) and CT26 tumors (*n* = 6). Two independent experiments were performed. **(E)** Identification of MC38 neo-Ag specific CD8 T cells in MC38 tumors in Kaede mice versus OTI × Kaede controls. **(F)** Representative flow cytometry plots and histograms phenotyping Kaede Green^+^ and Kaede Red^+^ MC38 neo-Ag specific CD8 T cells isolated from MC38 tumor at 24 and 72 h after photoconversion. **(G and H)** Geometric MFI (G) and proportion (H) of T cells in F assessed for expression of PD-1 (*n* = 9 at 24 h and *n* = 16 at 72 h), LAG-3 (*n* = 4 at 24 h and *n* = 9 at 72 h), CD39 (*n* = 16 at 24 h and *n* = 18 at 72 h) and Granzyme B (*n* = 8 at 24 h and *n* = 14 at 72 h). Data were pooled form four independent experiments. Values on flow cytometry plots define percentage of cells within gate. Bars on scatter plots represent the median values. Statistical significance was tested using ordinary one-way ANOVA with Tukey’s multiple comparisons test: *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001; ****, P ≤ 0.0001.

### TCF-1^+^ PD-1^+^ CD8 T cells continuously traffic through tumors

Our temporal labeling had determined that TCF-1 expressing CD8 T cells were abundant amongst the CD8 T cell populations entering the tumor; however these transcriptional profiles were not retained within the tumor over time, consistent with previous studies that indicated the loss of TCF-1 expression (Philip et al., 2017). To initially investigate the fate of different CD8 T cell populations after tumor entry, we assessed the expression of CD44 vs. CD62L amongst Kaede Green^+^ and Kaede Red^+^ CD8 T cells at 24 and 72 h after photoconversion. From this simple analysis, distinct naive (CD44^−^ CD62L^+^ and central memory [Tcm; CD44^+^ CD62L^+^]) populations were evident, particularly amongst the newly entering CD8 T cells, alongside a CD44^+^ CD62L^−^ population that would include effector and exhausted populations (Fig. 6 A). The proportion and number of both CD44^−^ CD62L^+^ naive and CD44^+^ CD62L^+^ Tcm CD8 T cells decreased over time in the tumor (Fig. 6, B and C). Furthermore, it was evident that a substantial proportion of the naive T cell population was present within the tumor vasculature rather than actually penetrating the tumor tissue, likely resulting in the overrepresentation of this cell type within our transcriptomic analysis. We then asked whether egress from the tumor via lymphatic drainage might explain the loss of these populations over time. Analysis of the Kaede Red^+^ CD8 T cells within the dLN 24 h photoconversion revealed clear naive and Tcm populations that comprised ∼75% of the CD8 T cells egressing the tumor (Fig. 6, D and E). Notably, comparable numbers of naive and Tcm cells were present within the Kaede Red^+^ fraction in the dLN and the tumor (Fig. 6, F–H). While the loss of CD62L expression from intratumoral CD8 T cells may impair our ability to detect these TCF-1^+^ populations by flow cytometry, collectively, our transcriptomic and cellular analysis suggest that many TCF-1^+^ CD8 T cells are not retained in the tumor, rather they egress the tissue to return to the periphery.

**Figure 6.**
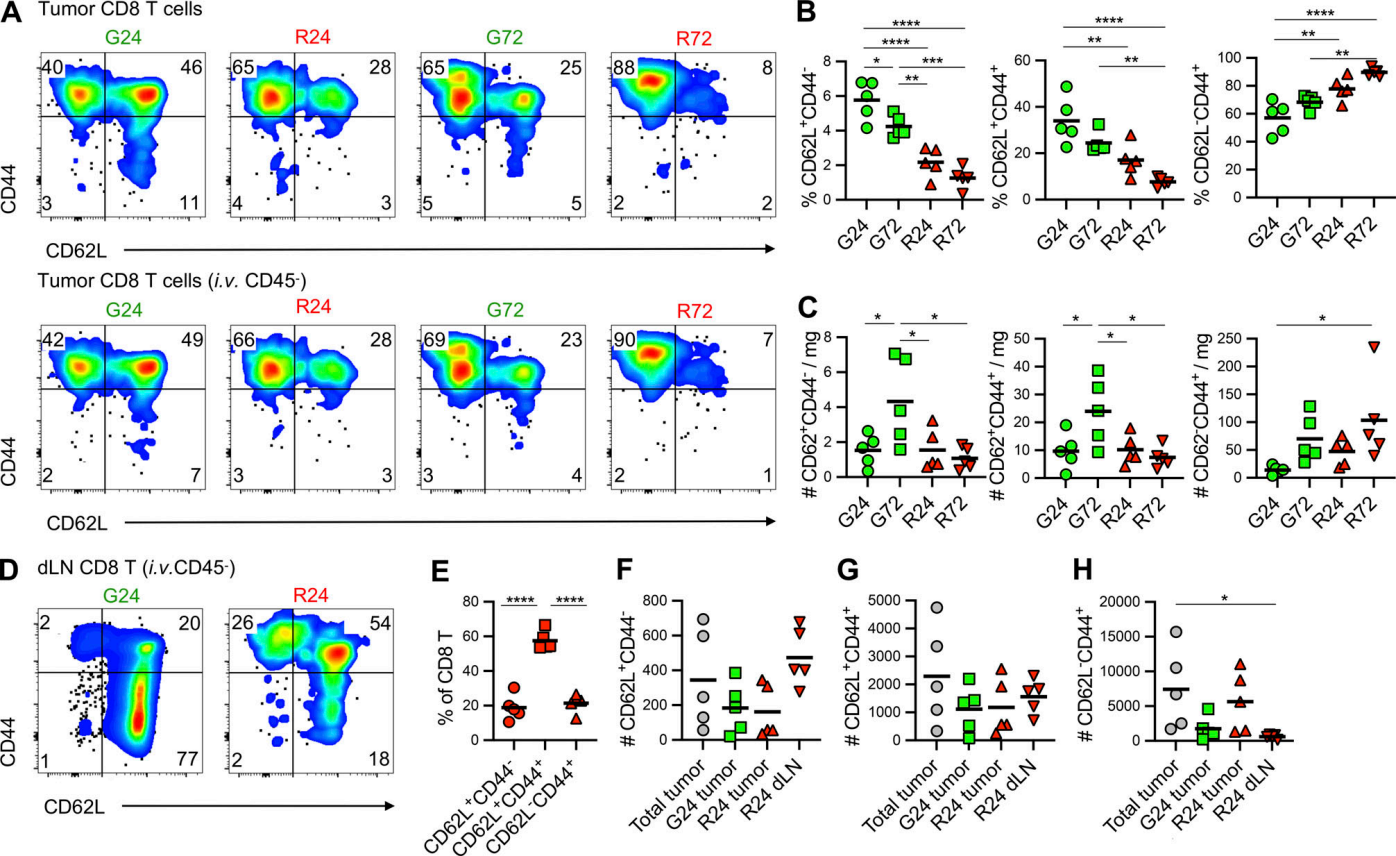
**Naive and Tcm CD8 T cell populations egress the tumor to the dLN.** The CD8 T cell compartment of MC38-Ova tumors was assessed 24 and 72 h after photoconversion on day 11. **(A)** Representative flow cytometry plots showing CD44 vs. CD62L expression by CD8 T cells (±gating on i.v. anti-CD45 labeling shown in upper and lower panels). **(B)** Proportion of naive (CD62L^+^ CD44^−^), Tcm (CD62L^+^ CD44^+^) and effector (CD62L^−^ CD44^+^) cells within the CD8 population (i.v. CD45^−^) in the Kaede Green^+^ and Kaede Red^+^ samples. **(C)** Number of naive (CD62L^+^CD44^−^), Tcm (CD62L^+^ CD44^+^) and effector (CD62L^−^ CD44^+^) cells per mg tumor. **(D)** Representative flow cytometry plots showing CD44 vs. CD62L expression by Kaede Green^+^ and Kaede Red^+^ CD8 T cells within the dLN, 24 h after tumor photoconversion. **(E)** The proportion of the Kaede Red^+^ CD8 T cell population in the dLN with naive, Tcm, or effector phenotype. **(F–H)** The number of (F) naive (CD62L^+^ CD44^−^), (G) Tcm (CD62L^+^ CD44^+^) and (H) effector (CD62L^−^ CD44^+^) cells within the dLN, compared to the total, Kaede Green^+^ and Kaede Red^+^ tumor populations. *n* = 5 at each time point. Two independent experiments were performed. Values on flow cytometry plots represent percentages and bars on scatter plots represent the mean values. Statistical significance was tested using Ordinary one-way ANOVA with Tukey’s multiple comparisons test: *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001; ****, P ≤ 0.0001.

Amongst the intratumoral TCF-1^+^ CD8 T cells, it is the PD-1^+^ “stem-like” population that is thought to sustain the effector response (Siddiqui et al., 2019). Furthermore, these cells are proposed to form resident populations in human tumors (Jansen et al., 2019). However, the lack of Kaede Red^+^ cells contributing to the CD8T2 cluster indicated that these cells were not retained within MC38 tumors over time. Therefore, we tracked TCF-1^+^ PD-1^+^ CD8 T cells by flow cytometry, again using i.v. CD45 Ab labeling to distinguish cells within the tumor vasculature (Fig. 7, A and B). The proportion of both TCF-1^+^ and TCF-1^+^ PD-1^+^ cells within the Kaede Green^+^ and Kaede Red^+^ CD8 T cell populations decreased over time (Fig. 7, C and D), which equated to a significant loss in the number of Kaede Red^+^ TCF-1^+^ and TCF-1^+^ PD-1^+^ CD8 tumor T cells between 24 and 72 h (Fig. 7, E and F). These data indicate that the TCF-1^+^ PD-1^+^ population of tumors must be constantly replenished with newly entering cells, an observation consistent with recent studies (Connolly et al., 2021). The loss of the TCF-1^+^ PD-1^+^ population over time could simply reflect their differentiation into effector populations, visualized transcriptomically as clusters CD8T3–5. However, this would appear to be in the absence of self-renewal. TCF-1^+^ PD-1^+^ cells appear to favor lymphoid tissue environments (Abdelsamed et al., 2020; Im et al., 2020); thus we hypothesized that the TCF-1^+^ PD-1^+^ population might be preserved by egressing the tumor. To test this, we analyzed Kaede Red^+^ CD8 T cells within the dLN 24 h after photoconversion and indeed observed a distinct TCF-1^+^ PD-1^+^ population that accounted for ∼15% of the total CD8 T cells that had left the tumor (Fig. 7, G and H). More strikingly, within the Ova-specific population, TCF-1^+^ PD-1^+^ cells formed ∼50% of the population (Fig. 7 I). Furthermore, the total number of TCF-1^+^ PD-1^+^ CD8 T cells present within the Kaede Red^+^ fraction of the dLN was greater than the number retained within the tumor (Fig. 7, J and K), further supporting the notion that the loss of this population from the tumor is at least partially the result of lymphatic egress.

**Figure 7.**
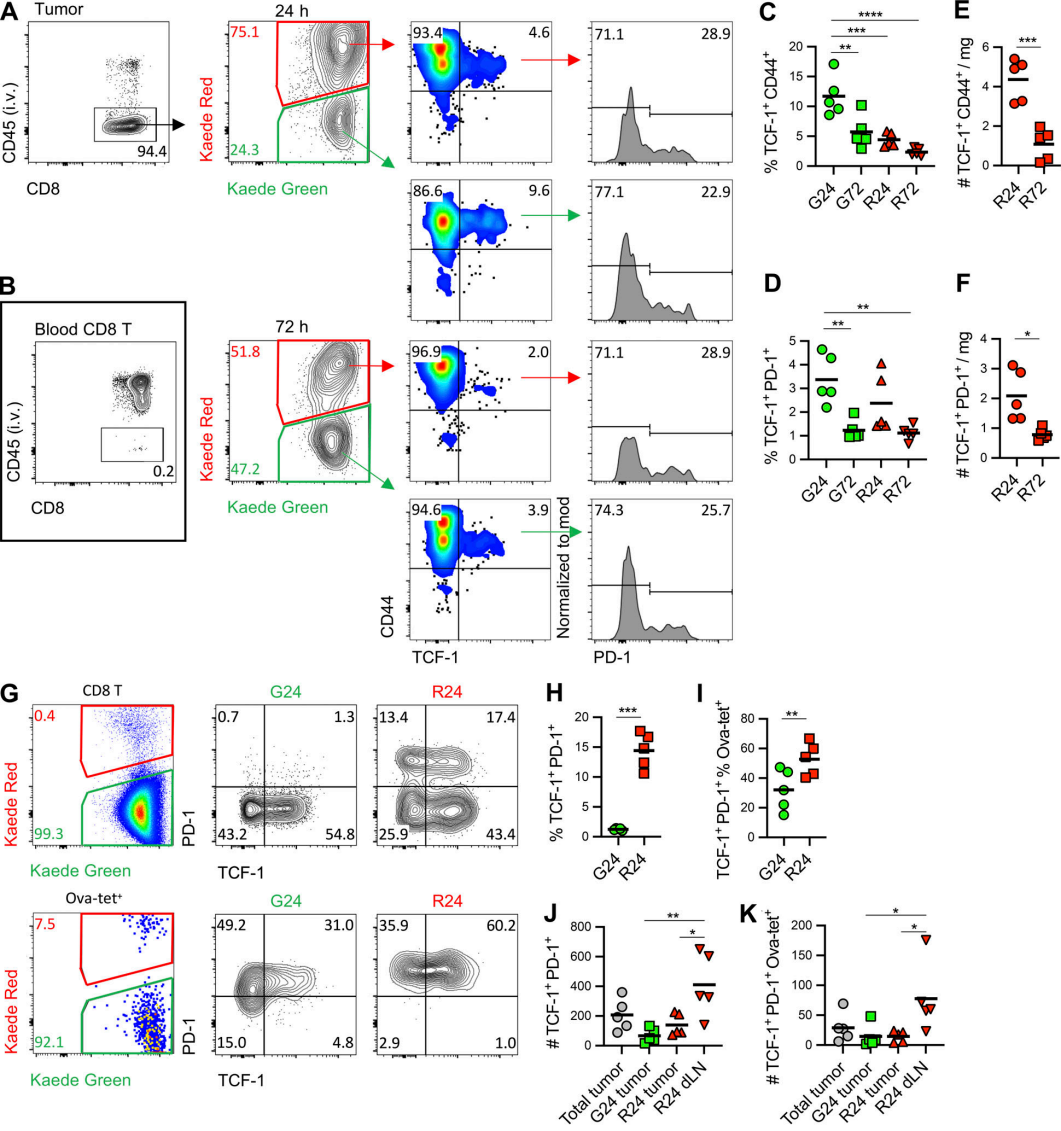
**TCF-1**^**+**^ **PD-1**^**+**^ **CD8 T cells continuously traffic through tumors.** The recruitment and egress of intratumoral TCF-1^+^ PD-1^+^ CD8 T cells was assessed in MC38-Ova bearing Kaede hosts using flow cytometry. Intravenous administration of anti-CD45 Abs was used to discriminate between cells within the tumor or the tumor vasculature. **(A)** Representative flow cytometry plots identifying TCF-1^+^ PD-1^+^ CD8 T cells within MC38-Ova tumors at 24 and 72 h after photoconversion. **(B)** Analysis of labeling of CD8 T cells within the blood after i.v. anti-CD45 Ab administration. **(C and D)** Proportion of TCF-1^+^ CD44^+^ (C) and TCF-1^+^ PD-1^+^ (D) amongst the Kaede Green^+^ and Kaede Red^+^ CD8 T cell compartment isolated from MC38 tumors at 24 (*n* = 5) and 72 h (*n* = 5) after photoconversion. **(E and F)** Number per mg tumor of Kaede Green^+^ and Kaede Red^+^ TCF-1^+^ CD44^+^ (E) and TCF-1^+^ PD-1^+^ (F) population isolated from MC38 tumors weight at 24 (*n* = 5) and 72 h (*n* = 5) after photoconversion. **(G)** Representative flow cytometry plots defining TCF-1^+^ PD-1^+^ population amongst Kaede Green^+^ and Kaede Red^+^ CD8 T cells or Ova-specific T cells (Ova-tet^+^) within the dLN at 24 and 72 h after photoconversion. **(H and I)** Proportion of TCF-1^+^ PD-1^+^ population amongst Kaede Green^+^ and Kaede Red^+^ CD8 T cells (H) or Ova-specific T cells (I) within the dLN at 24 h after photoconversion (*n* = 5). **(J and K)** Number of TCF-1^+^ PD-1^+^ CD8 T cells (J) or Ova-specific T cells (K) in the tumor and dLN at 24 h after photoconversion (*n* = 5). Two independent experiments were performed. Values on flow cytometry plots represent percentages and bars on scatter plots represent the median values. Statistical significance was tested using ordinary one-way ANOVA with Tukey’s multiple comparisons tests: *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001; ****, P ≤ 0.0001.

Collectively, these data highlight that while effector CD8 T cells responding to tumor Ags become retained within the tumor and rapidly develop an exhausted phenotype due to chronic Ag exposure, the TCF-1–expressing populations do not form stable tumor-resident populations and rather, are continuously trafficking between the tumor and the periphery. For the TCF-1^+^ PD-1^+^ population, this means that the intratumoral niche is dynamic, constantly replenished by newly recruited cells which balance the differentiation to effector cells and egress to lymphoid tissue via lymphatic drainage.

### Blockade of PD-L1 sustains effector function in newly entering TILs as well as reinvigorating exhausted T cells

By using direct photo-labeling, our data so far has assessed how CD8 T cells change after entry into the tumor and identified that, over several days, all CD8 T cells retained within this environment developed an exhausted phenotype. Targeting the PD-1:PD-L1 pathway not only drives the reinvigoration of exhausted T cells (Blackburn et al., 2008; Freeman et al., 2006) but also enhances T cell priming in the dLN to then drive superior T cell responses within the tumor (Dammeijer et al., 2020). Using our Kaede models to distinguish between newly recruited and retained cells within the tumor, we investigated whether these populations responded differently to anti–PD-L1 Abs. Kaede mice were grafted with MC38-Ova tumors and treated with three doses of anti–PD-L1 or isotype control Abs, then photoconverted, and analyzed 48 h later. This dosing regimen reproducibly impaired tumor growth (Figs. 8 A and S5 A), and the tumor mass upon tissue harvest was significantly reduced in treated animals (Fig. S5 B). The expression of Granzyme B and IFNγ was used as a measure of CD8 T cell function, and the proportion of CD8 T cells expressing both molecules was found to be significantly increased after anti–PD-L1 Ab administration (Fig. 8, B and C). Notably, both Kaede Green^+^ and Kaede Red^+^ CD8 T cells in the tumor showed a significant increase in the proportion expressing Granzyme B and IFNγ (Fig. 8 C). The vast majority of cells expressing Granzyme B and IFNγ lacked TCF-1 expression (Fig. 8 D). Furthermore, the proportion of Kaede Green^+^ CD8 T cells was not significantly different between isotype and PD-L1–treated mice, suggesting that anti–PD-L1 Abs did not result in enhanced recruitment of CD8 T cells into the tumor, at least between day 13–15 after tumor engraftment (Fig. 8 E). Analysis of Ag-specific CD8 T cell populations further confirmed that both the Kaede Green^+^ and Kaede Red^+^ subsets showed enhanced activation, and the proportion of these populations were significantly increased following administration of anti–PD-L1 Abs (Fig. 8, F and G; and Fig. S5, C and D). Again, the proportion of Kaede Green^+^ cells within Ag-specific population was not significantly different between the isotype and anti–PD-L1 treatment groups, arguing against the increased numbers of cells trafficking into the tumor (Figs. 8 H and S5 E). Rather, a significant reduction in the level of Kaede Red fluorescence suggested that the increased proportion of these cells reflected local proliferation (Fig. 8 I). Consistent with this, we observed an increased proportion of both Kaede Green^+^ and Kaede Red^+^ CD8 T cells expressing Ki-67 in the tumors of mice given anti–PD-L1 Abs (Fig. 8 J). Collectively, this analysis indicates that anti–PD-L1 Abs drive the enhanced activation of both newly recruited and exhausted CD8 T cells, which are increased through local expansion rather than through more cells recruited into the tumor.

**Figure 8.**
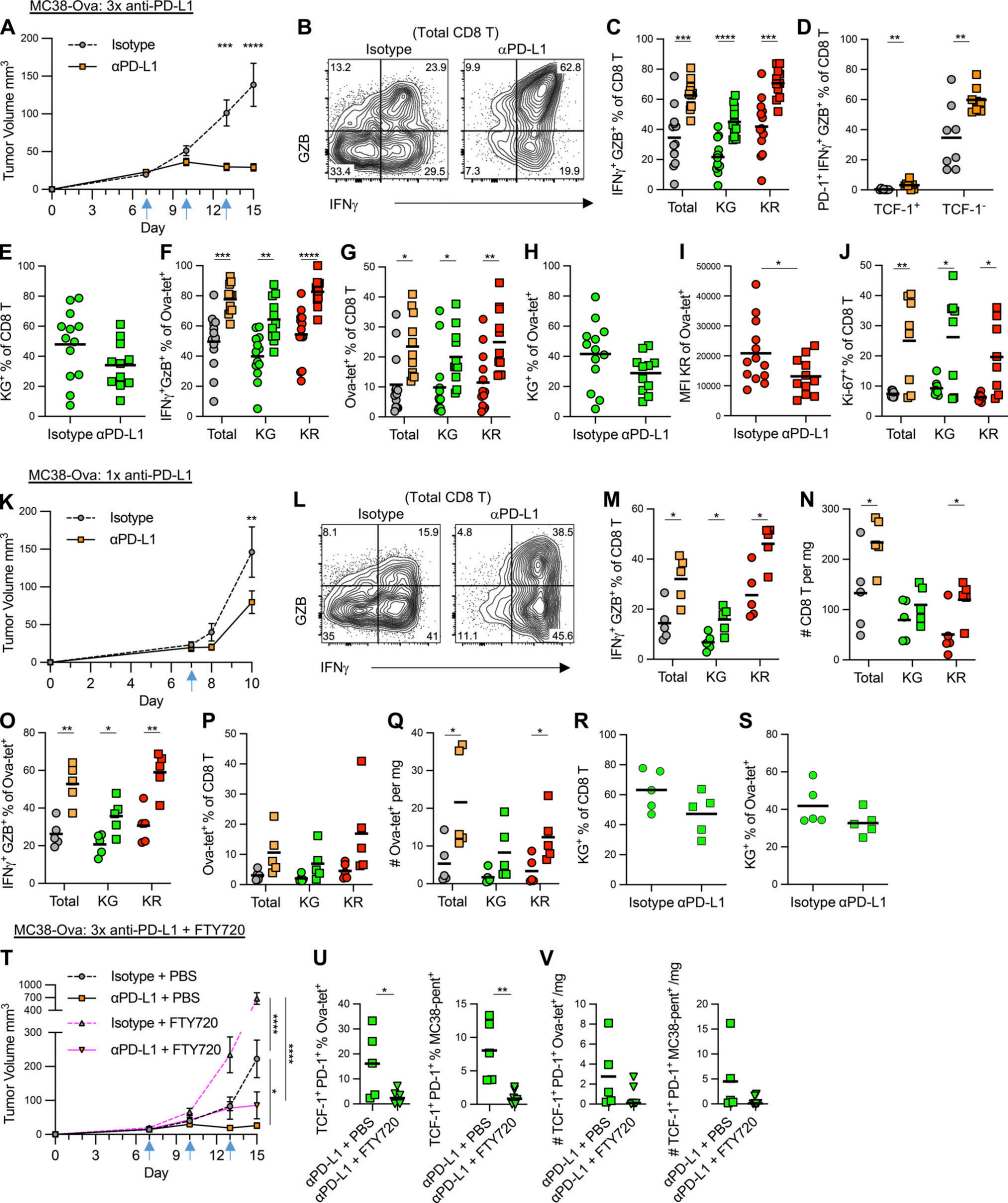
**Anti–PD-L1 Abs drive reinvigoration of exhausted effector cells alongside sustained activation of newly arrived populations.** MC38-Ova tumors treated with three doses (at day 7, 10 and 13; blue arrows) of anti–PD-L1 (*n* = 11) or isotype control Abs (*n* = 13) pooled from two independent experiments (A–J), or one dose (at day 7, blue arrow) of anti–PD-L1 (*n* = 5) or isotype control Abs (*n* = 5) from one independent experiment (K–S), or combinations of three doses (at day 7, 10, and 13; blue arrows) of anti–PD-L1 or isotype control Abs with five doses (at day 6, 8, 10, 12, and 14) of FTY720 or PBS (*n* = 5 for isotype control + PBS control; *n* = 5 for anti–PD-L1 + PBS control; *n* = 6 for isotype control + FTY720; *n* = 6 for anti–PD-L1 + FTY720 from one independent experiment; T–V). **(A)** Mean growth curve of tumors, error bars show SEM, arrows mark days of Ab dosing. **(B)** Representative flow cytometry plots showing expression of IFNγ and Granzyme B (GZB) by CD8 T cells in tumor. **(C)** Proportion of total, Kaede Green^+^, and Kaede Red^+^, CD8 T cells expressing both IFNγ and Granzyme B. **(D)** Proportion of PD-1^+^ TCF-1^+^ IFNγ^+^ GZB^+^ and PD-1^+^ TCF-1^−^ IFNγ^+^ GZB^+^ cells amongst CD8 T cells (*n* = 8 for each group). **(E)** Proportion of Kaede Green^+^ cells amongst CD8 T cells. **(F)** Proportion of total, Kaede Green^+^ and Kaede Red^+^ Ova-specific CD8 T cells (Ova-tet^+^) expressing both IFNγ and Granzyme B. **(G)** Proportion of Ova-specific cells (Ova-tet^+^) amongst the total, Kaede Green^+^, and Kaede Red^+^ CD8 T cell compartment. **(H)** Proportion of Kaede Green^+^ cells amongst Ova-specific CD8 T cells (Ova-tet^+^). **(I)** MFI of Kaede Red^+^ Ova-specific CD8 T cells. **(J)** Proportion of total, Kaede Green^+^ and Kaede Red^+^ CD8 T cells expressing Ki-67 (*n* = 8 for each group). **(K)** Mean growth curve of tumors, error bars show SEM, arrows mark days of Ab dosing. **(L)** Representative flow cytometry plots showing expression of IFNγ and Granzyme B (GZB) by CD8 T cells in tumor. **(M)** Proportion of total, Kaede Green^+^, and Kaede Red^+^ CD8 T cells expressing both IFNγ and Granzyme B. **(N)** Number of total, Kaede Green^+^, and Kaede Red^+^ CD8 T cells per mg tumor weight. **(O)** Proportion of total, Kaede Green^+^, and Kaede Red^+^ Ova-specific CD8 T cells (Ova-tet^+^) expressing both IFNγ and Granzyme B. **(P)** Proportion of Ova-specific cells (Ova-tet^+^) amongst the total, Kaede Green^+^, and Kaede Red^+^ CD8 T cell compartment. **(Q)** Number of total, Kaede Green^+^, and Kaede Red^+^ Ova-specific CD8 T cells per mg tumor weight. **(R)** The proportion of Kaede Green^+^ cells amongst CD8 T cells. **(S)** The proportion of Kaede Green^+^ cells amongst Ova-specific CD8 T cells. **(T)** Mean growth curve of tumors, error bars show SEM. **(U)** The proportion of TCF-1^+^ PD-1^+^ amongst the total, Kaede Green^+^, and Kaede Red^+^ Ova-specific (Ova-tet^+^) or MC38-neo-Ag–specific (MC38-pent^+^) CD8 T cell compartment. **(V)** The number per mg tumor of TCF-1^+^ PD-1^+^ Ova-specific or MC38-neo-Ag–specific CD8 T cells, TCF-1^+^ PD-1^+^ Kaede Green^+^ Ova-specific or MC38-neo-Ag–specific CD8 T cells and TCF-1^+^ PD-1^+^ Kaede Red^+^ Ova-specific or MC38-neo-Ag–specific CD8 T cells. All bars on graphs represent the mean. Statistical significance was tested with two-way ANOVA with Sidak’s multiple comparisons test (A, K, and T), unpaired multiple *t* tests (C, D, F, G, J, and M–Q) and unpaired two-tailed *t* test (E, H, I, R, S, U, and V): *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001; ****, P ≤ 0.0001.

**Figure S5.**
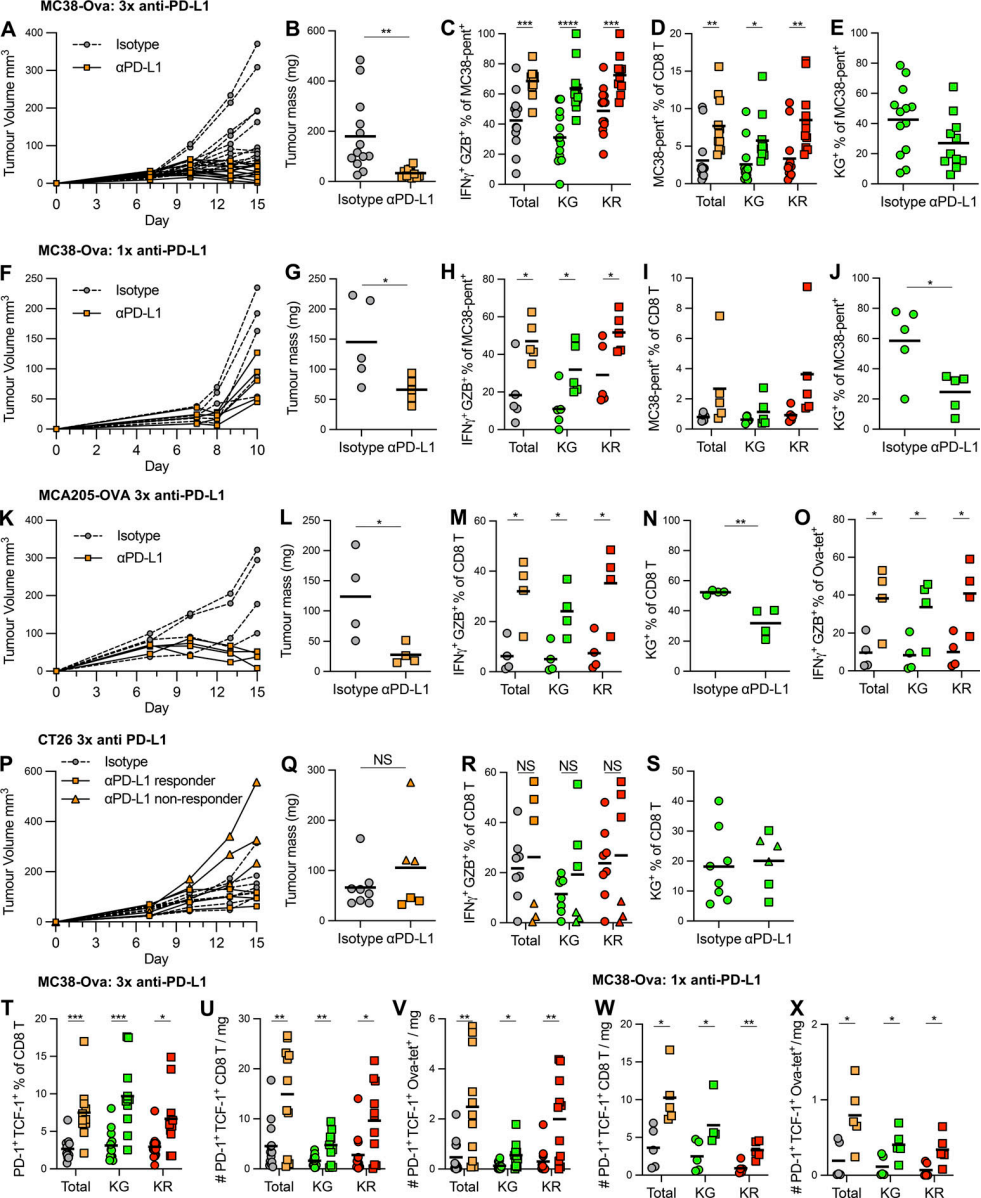
**Anti–PD-L1 Abs drive reinvigoration of exhausted effector cells alongside sustained activation of newly arrived populations in multiple tumor models.** MC38-Ova tumors treated with three doses of anti–PD-L1 (*n* = 11) or isotype control Abs (*n* = 13; A–E and T–V) pooled from two independent experiments, or one dose anti–PD-L1 (*n* = 5) or isotype control Abs (*n* = 5) from one independent experiment (F–J and W–X); MCA205-Ova tumors treated with three doses of anti–PD-L1 (*n* = 4) or isotype control Abs (*n* = 4) from one independent experiment (K–O); CT26 tumors treated with three doses of anti–PD-L1 (*n* = 6 including three responders and three non-responders) or isotype control Abs (*n* = 8) from one independent experiment (P–S). The TCF-1^+^ PD-1^+^ CD8 T cell compartment was assessed in T–X. **(A)** Individual tumor growth curves. **(B)** Tumor mass (mg) upon tissue harvest. **(C)** Proportion of total, Kaede Green^+^ and Kaede Red^+^ neo-Ag–specific CD8 T cells expressing both IFNγ and Granzyme B. **(D)** Proportion of neo-Ag–specific cells amongst the total, Kaede Green^+^, and Kaede Red^+^ CD8 T cell compartment. **(E)** Proportion of Kaede Green^+^ cells amongst neo-Ag–specific CD8 T cells. **(F)** Individual tumor growth curves. **(G)** Tumor mass (mg) upon tissue harvest. **(H)** Proportion of total, Kaede Green^+^, and Kaede Red^+^ neo-Ag–specific CD8 T cells expressing both IFNγ and Granzyme B. **(I)** Proportion of neo-Ag–specific cells amongst the total, Kaede Green^+^ and Kaede Red^+^ CD8 T cell compartment. **(J)** Proportion of Kaede Green^+^ cells among neo-Ag–specific CD8 T cells. **(K)** Individual tumor growth curves. **(L)** Tumor mass (mg) upon tissue harvest. **(M)** Proportion of total, Kaede Green^+^ and Kaede Red^+^ CD8 T cells expressing both IFNγ and Granzyme B. **(N)** Proportion of Kaede Green^+^ cells amongst CD8 T cells. **(O)** Proportion of Ova-specific T cells expressing both IFNγ and Granzyme B amongst the total, Kaede Green^+^, and Kaede Red^+^ CD8 T cell compartment. **(P)** Individual tumor growth curves. **(Q)** Tumor mass (mg) upon tissue harvest. **(R)** Proportion of total, Kaede Green^+^ and Kaede Red^+^ CD8 T cells expressing both IFNγ and Granzyme B. **(S)** Proportion of Kaede Green^+^ cells amongst CD8 T cells. **(T)** The proportion of TCF-1^+^ PD-1^+^ amongst the total, Kaede Green^+^, and Kaede Red^+^ CD8 T cell compartment. **(U)** The number per mg tumor of TCF-1^+^ PD-1^+^ CD8 T cells, TCF-1^+^ PD-1^+^ Kaede Green^+^ CD8 T cells, and TCF-1^+^ PD-1^+^ Kaede Red^+^ CD8 T cells. **(V)** The number per mg tumor of TCF-1^+^ PD-1^+^ Ova-specific T cells, TCF-1^+^ PD-1^+^ Kaede Green^+^ Ova-specific T cells, and TCF-1^+^ PD-1^+^ Kaede Red^+^ Ova-specific T cells. **(W)** The number per mg tumor of TCF-1^+^ PD-1^+^ CD8 T cells, TCF-1^+^ PD-1^+^ Kaede Green^+^ CD8 T cells and TCF-1^+^ PD-1^+^ Kaede Red^+^ CD8 T cells. **(X)** The number per mg tumor of TCF-1^+^ PD-1^+^ Ova-specific T cells, TCF-1^+^ PD-1^+^ Kaede Green^+^ Ova-specific T cells, and TCF-1^+^ PD-1^+^ Kaede Red^+^ Ova-specific T cells. All bars on graphs represent the mean. Statistical significance was tested with unpaired *t* test (B, G, J, L, N, Q, and S) and unpaired multiple *t* test (C, D, H, M, O, R, and U–X): *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001; ****, P ≤ 0.0001.

Since tumor size was significantly different after three doses of anti–PD-L1 Abs and initial differences in recruitment may have ceased to be detectable at this stage of the response, we photoconverted tumors after only one dose of anti–PD-L1 Abs and analyzed 48 h later. A significant reduction in tumor size and mass was observed (Fig. 8 K; and Fig. S5, F and G), alongside increased activation of both newly-recruited and retained CD8 T cells within the tumor, including Ag-specific populations (Fig. 8, L and M; and Fig. S5 H). While the proportion and number of Ag-specific CD8 T cell populations increased (Fig. 8, N–Q; and Fig. S5 I), no difference in the proportion of Kaede Green^+^ cells was observed, again indicating that targeting PD-L1 had not substantially enhanced the numbers of CD8 T cells recruited into the tumor (Fig. 8, R and S; and Fig. S5 J).

To extend these observations to further tumor models, Kaede mice bearing either MCA205 or CT26 tumors were treated with three doses of anti–PD-L1 Abs. In all mice with MCA205 tumors, we again observed significantly impaired tumor growth and enhanced effector functions amongst both Kaede Green^+^ and Kaede Red^+^ CD8 T cells (Fig. S5, K–O). While only some mice showed impaired growth of CT26 tumors upon anti–PD-L1 Abs (Fig. S5, P and Q), in these responders, enhanced activation of both Kaede Green^+^ and Kaede Red^+^ CD8 T cells was evident (Fig. S5 R). Notably, although, the proportion of Kaede Green^+^ CD8 T cells within responder or non-responder tumors was comparable with isotype controls, again indicating that the proportion of CD8 T cells recruited into the tumor was not altered by the targeting PD-L1 tumor (Fig. S5 S), we further observed that anti–PD-L1 Abs increased both the proportion and number of TCF-1^+^ PD-1^+^ CD8 T cells within the tumor (Fig. S5, T–X). Finally, to assess the functional contribution made by newly recruited CD8 T cells, mice bearing MC38-Ova tumors were treated with anti–PD-L1 or isotype control Abs in combination with the S1PR agonist FTY720 (Brinkmann et al., 2004; Matloubian et al., 2004). Treatment with FTY720 reduced the ability of anti–PD-L1 Abs to restrain tumor growth, providing functional evidence of the contribution made by CD8 T cells newly recruited into the tumor (Fig. 8 T). Given that the proportion of Kaede Green^+^ CD8 T cells in the tumor was not significantly increased with anti–PD-L1 Abs, our data are consistent with the enhanced responsiveness of the newly recruited cells rather than overt increases in the number of CD8 T cells trafficking into the tumor. A significant reduction in the proportion of Ag-specific Kaede Green^+^ TCF-1^+^ PD-1^+^ CD8 T cells in the tumor was observed as a result of FTY720 treatment; however, these were very small populations of cells, and the total numbers were not significantly reduced (Fig. 8, U and V).

Collectively, our data reveal that targeting PD-L1 enhances the anti-tumor T cell response through rejuvenating activated/exhausted CD8 T cells retained within the tumor, as well as through the actions of newly recruited CD8 T cells. We observed no clear evidence that more CD8 T cells were recruited into the tumor, rather, our data indicated that anti–PD-L1 Abs resulted in the enhanced functions of cells arriving into the tumor, and these cells, combined with actions of reinvigorated CD8 T cells retained within the tumor, limited tumor growth.

## Discussion

Here, we provide the first in vivo analysis of T cell recruitment and retention within tumors using photoactivation to directly label the cells in situ and then track changes over time. This approach enabled the definitive identification of cells newly entering the tumor, which in turn facilitated the investigation of how cells changed when retained within this environment. Through tracking T cell egress from the tumor, we assessed the fate of different intratumoral T cell subsets, discovering that TCF-1^+^ T cell populations, including the PD-1^+^ “stem-like” population, escape the tumor and return to lymphoid tissue through the lymphatic drainage. Furthermore, our data clearly shows that CD8 T cells rapidly become exhausted within the tumor and that in the preclinical models used in our studies, exhausted cells comprise the vast majority of the CD8 T cell population retained within the tissue. Utilizing the novel models described here, we further determined that the blockade of PD-L1 reinvigorates exhausted CD8 T cells in the tumor, while also enhancing the functions of effector cells that recently entered the tissue.

Essential to the success of our experimental approach was the simultaneous labeling of all host cells within the tumor. Previous efforts to photoconvert very small tumors within the ear pinnae of Kaede mice (Torcellan et al., 2017) failed to label all cells, thus limiting the study to T cell egress. Complete labeling of all host cells within the tumor enabled us to define the phenotype of the cells as they enter the tumor and thus changes over time could be determined. While our analysis was restricted to a time frame of only a few days, the extent to which the TIL compartment changed was striking with all TIL populations increasing ∼10-fold in number through constant recruitment into the tissue. Since we were only able to fully photoconvert tumors up to approximately 8 mm in diameter, we were frustrated in our efforts to investigate whether the rate of lymphocyte influx was dependent upon the stage of tumor development. Refined labeling approaches may enable larger tumors to be studied, which might better represent the more established tumors identified in patients. Further integration of spatial analysis approaches to assess infiltrating and retained TIL populations alongside better characterization of different microenvironments within the tumor may also provide new insights into the establishment of immunologically “hot” and “cold” tumors, facilitating new therapeutic avenues.

Although the exhausted CD8 T cell population of tumors has been thoroughly characterized at the transcriptomic level (Jansen et al., 2019; Kurtulus et al., 2019; Siddiqui et al., 2019; Singer et al., 2016), the rate at which an exhausted phenotype occurs in vivo has been challenging to determine. Single-cell transcriptomic analysis of the newly entering CD8 T cells indicated a mix of naive, memory, and stem-like cells and notably, the absence of clear effector populations, strikingly similar to the characterization of PD-1^−^ CD8 T cell populations within the tumor (Kurtulus et al., 2019). Trajectory analysis integrated with the temporal sampling indicated the rapid emergence of the effector program once the cells were recruited into the tumor. However, our data reveal that within a time frame of a few days, these effector cells become exhausted. The most striking observation from our transcriptomic data was the homogenous nature of CD8 T cells retained within the tumor for over 72 h. The CD8T5 cluster bore multiple hallmarks of exhaustion and accounted for the vast majority of the retained CD8 T cell population, while the clusters dominated by newly entering cells (CD8T1 and CD8T2) were absent in the Kaede Red^+^ 72 h sample. While our data obviously does not exclude the differentiation of TCF-1^+^ CD8 T cell populations in the tumor, it does demonstrate that these phenotypes are not maintained over time. Indeed, these populations comprised the majority of the CD8 T cells egressing the tumor, indicating that escape from the tumor enables the preservation of some T cell subsets, particularly those that can potentially support protective immunity.

A key unanswered question arising from our study is whether the stromal compartment of the tumor might alter the T cell recruitment dynamics observed. Models such as MC38 and CT26 have a much lower cancer-associated fibroblast (CAF) composition than human tumors, and seeding of these tumor cell line models with fibroblasts to enhance CAF numbers significantly reduced CD8 T cell numbers in the tumor (Ford et al., 2020). This suggests that the ability of T cell populations to be retained in the tumor may be dictated by the extent and the nature of the CAFs present, potentially creating or limiting the recruitment and survival factors forming certain niches. Of particular note in this regard is the TCF-1^+^ PD-1^+^ population, which is thought to be tissue-resident within LNs in the context of LCMV infection (Im et al., 2020), but able to migrate into the tumors (Connolly et al., 2021). Our data indicate that the pool of TCF-1^+^ PD-1^+^ cells within the tumor is constantly replenished by newly entering cells. While other recent studies also concluded this (Connolly et al., 2021), our data provide direct evidence that these cells egress the tumor and return to the dLN. This escape of TCF-1^+^ PD-1^+^ cells from the tumor environment enables the preservation of this population despite chronic Ag exposure within the tumor driving differentiation to effector states. These observations are analogous to recent descriptions of the recirculation of TCF-1^+^ PD-1^+^ CD8 T cells through lymphoid tissue in type 1 diabetics (Abdelsamed et al., 2020).

Targeting of immune checkpoints is thought to reinvigorate exhausted CD8 T cells (Wherry et al., 2007). Our data distinguishing newly entering versus retained T cell populations further indicates that blockade of PD-L1 ensures sustained the activation of the effector CD8 T cells recently entering the tumor. Given the restricting PD-L1 availability only within the dLN restricted tumor growth (Dammeijer et al., 2020), the enhanced responsiveness of the Kaede Green^+^ cells may reflect a superior activation in this environment that better equips them to sustain their functions upon tumor entry. However, we cannot exclude that the newly entering CD8 T cells encounter a more permissive environment within the tumor as a result of anti–PD-L1 Ab administration. TCR-based tracking of T cell clones after anti–PD-1 therapy indicated that the enhanced T cell response to checkpoint blockade derives from T cell clones recently entering the tumor (Yost et al., 2019). Determining whether specific mechanisms can enhance the recruitment or retention of TCF-1^+^ PD-1^+^ CD8 T cells may provide new ways to reinforce effector responses and synergize with targeting different inhibitory receptors.

In common with the behavior of different CD8 T cell subsets, our data also indicated that the tumor Treg compartment is a mix of cells trafficking through the tissue alongside the specific retention and differentiation of some populations within the tumor. The majority of Tregs, both entering and exiting the tumor expressed NRP-1, potentially suggest a thymic origin, although this requires further validation. A small NRP-1^−^ Treg population was also amongst the newly entering Treg pool, potentially representing peripherally induced Tregs recognizing tumor neo-Ags. Further experiments that track Ag-specific Tregs are required to better assess the Treg populations beyond surface phenotypes that fail to conclusively define their origin. Our analysis does clearly indicate that the expression of LAG-3 is a robust marker for Tregs retained within the tumor, and the data presented here provide a new resource to help define the Treg compartment of tumors. Building on these data to identify mechanisms controlling Treg retention within the tumor is an obvious further advance with therapeutic potential.

In summary, here we have provided the first detailed in vivo analysis of T cell recruitment and retention within preclinical tumor models. Our data reveal a highly dynamic system containing migratory TIL subsets alongside bona fide tumor resident populations. The intratumoral effector response is sustained by continuous recruitment of TCF-1^+^ PD-1^+^ CD8 T cells from peripheral sources, which in turn circulate back to draining lymphoid tissue to escape chronic Ag exposure.

## Materials and methods

### Mice

C57BL/6 Kaede (Tomura et al., 2008) and Kaede × OTI mice were maintained and bred at the University of Birmingham Biomedical Services Unit. BALB/c Kaede mice were acquired from the RIKEN BioResource Center, Experimental Animal Division. Mice were culled between the ages of 7 and 15 wk. Animals were used in accordance with Home Office guidelines at the University of Birmingham under a Project Licence awarded to D.R. Withers and approved by the University of Birmingham Animal Welfare and Ethical Review Body. Mice were housed at 21 ± 2°C, 55% humidity (±10%), with 12 h light dark/cycle in 7–7 individually ventilated caging with environmental enrichment of plastic houses plus paper bedding.

### Subcutaneous tumor models

MC38 murine colon adenocarcinoma cells (kindly provided by Dr. Gregory Sonnenberg; Weill Cornell Medicine, New York, NY), MC38-Ova murine colon adenocarcinoma cells (obtained from AstraZeneca), MCA205-Ova murine fibrosarcoma cells (obtained from AstraZeneca), and CT26 murine colorectal carcinoma cells (kindly provided by Professor Tim Elliott, University of Oxford, Oxford, UK) were cultured in RPMI supplemented with 2 mM L-glutamine (21875034; Thermo Fisher Scientific), 10% FBS (F9665; Sigma-Aldrich), and penicillin–streptomycin (P4333; Sigma-Aldrich) at 37°C and with 5% CO_2_. Cells grown in the log phase were then harvested and suspended in Dulbecco’s PBS (D8662; Sigma-Aldrich), and 100 µl of cell suspension containing 2.5 × 10^5^ cells (MC38; MC38-Ova or CT26) or 5 × 10^5^ cells (MCA205-Ova) were subcutaneously injected into mice in the pre-shaved left flank area under anesthesia via 2% gaseous isoflurane. Where one dose of anti–PD-L1 Abs was used, 1 × 10^6^ MC38-Ova cells were injected subcutaneously. Tumor size was periodically measured with a digital Vernier caliper, and the volume was expressed in cubic millimeters using the formula *V* = 0.5 × *a* × *b*^2^, where *a* and *b* are the long and short diameters of the tumor, respectively. Tumor weight was measured at the endpoint of experiment.

### Labeling of tumor compartment by “photoconversion”

After tumor inoculation, palpable tumor usually develops within a week. On day 11, the tumor was exposed to a 405-nm wavelength LED light from a fixed distance of 1 cm using a Dymax BlueWave QX4 system (DYM41572; Intertronics) outfitted with an 8 mm focusing lens for a total of 3 min at 50% of full power with a 5-s break for every 20 s. Black cardboard was used to shield the rest of the mouse. Confirmation that this approach resulted in all cells within the tumor expressing the converted “Kaede Red” version of the fluorochrome was achieved through analysis immediately (0 h) after labeling. While all converted cells exhibited Kaede Red fluorescence, most cells also were weakly Kaede Green^+^, likely reflecting the expression of the new Kaede protein subsequent to photoconversion. Regardless, the distinct Kaede Red^+^ expression profile enabled discrimination of the newly entering and resident populations by both flow cytometry and immunofluorescence.

### Intravenous injections of anti-CD45 Abs

To distinguish tissue-infiltrating leukocytes from circulating leukocytes present in vasculature, mice were injected intravenously under anesthesia with 2 μg BUV395-conjugated CD45 Ab (clone 30-F11; BD) diluted in 200 μl PBS via tail vein and then were culled after 2 min.

### Administration of anti–PD-L1 Abs

For three-dose experiments, anti–PD-L1 mouse IgG1 (Clone 80, SP16-260; AstraZeneca) or NIP228 isotype control mouse IgG1 (SP16-017; AstraZeneca) were administered by intraperitoneal injection using three doses of 200 µg diluted in 200 µl PBS (10 mg/kg body weight) on day 7, 10, and 13 following tumor injection in C57BL/6 or BALB/c Kaede mice. Some mice also received additional intraperitoneal injections with FTY720 (SML0700; Sigma-Aldrich) using five doses of 40 µg diluted in 200 µl PBS (2 mg/kg body weight) or PBS control on day 6, 8, 10, 12, and 14 following tumor injection. Tumor photoconversion was performed on day 13 and tumors were measured by a caliper on day 7, 10, 13, and 15. Mice were sacrificed for analysis on day 15. For one-dose experiments, anti–PD-L1 or NIP228 isotype control mouse IgG1 were administered by intraperitoneal injection using one dose of 200 µg diluted in 200 µl PBS (10 mg/kg body) on day 7 following MC38-Ova injection in C57BL/6 Kaede mice. Tumor photoconversion was performed on day 8 and tumors were measured by a caliper on day 7, 8, and 10. Mice were sacrificed for analysis on day 10.

### Cell isolation and flow cytometry

The tumor was cut into small pieces and incubated with 1 mg/ml Collagenase D (11088882001; Roche) and 0.1 mg/ml DNase I (101104159001; Roche) in a volume of 1.2 ml RPMI media at 37 °C on a thermomixer (Eppendorf) for 20 min. After incubation, undigested debris was removed by filtering the sample through a 70-µm strainer. Tumor-draining LN (i.e., left inguinal LN) was cleaned and teased in RPMI 1640 medium (Thermo Fisher Scientific) and crushed through a 70-μm filter. Spleen was smashed through a 70-µm strainer followed by incubation with 5 ml red blood cell lysis buffer Gey’s solution on ice for 5 min to lyse the red blood cells. Cells were harvested by centrifuging the samples at 400 *g* at 4°C for 5 min and resuspended in FACS staining buffer (2% FBS, 2 mM EDTA in PBS) and subjected to Fc block with anti-CD16/32 (1:200, clone 2.4G2; BioLegend) diluted in FACS staining buffer on ice for 10 min before staining for Live/Dead Fixable Dead cell Stain Kits (1:1,000, L34960; Thermo Fisher Scientific) and surface markers diluted in FACS staining buffer on ice for 30 min. Cells were then fixed with BD Cytofix fixation buffer (554655; BD) for 40 min and stained for intracellular markers diluted in eBioscience permeabilization buffer (00-8333-56; Thermo Fisher Scientific) at room temperature overnight. To identify Ag-specific CD8 T cells, the cell suspension was incubated with APC-labeled MC38 neo-Ag pentamer H-2K^b^-KSPWFTTL (F828-4A-G; ProImmune) diluted to 1:10 in staining buffer or BV421-labeled Ova-Ag tetramer H-2K^b^-SIINFEKL (National Institutes of Health) diluted to 1:200 in staining buffer for 1 h at 37°C prior to surface marker staining. To assess cytokine production, cell suspension was stimulated with 50 ng/ml Phorbol 12-myristate 13-acetate (PMA, P1585; Sigma-Aldrich) and 1.5 µM ionomycin (I0634; Sigma-Aldrich) for 3 h in the presence of 10 µg/ml brefeldin A (B6542; Sigma-Aldrich) prior to staining. To assess the absolute cell numbers, 1 × 10^4^ counting beads (ACBP-100-10; Spherotech) were added to each stained sample at the last step. Data were acquired on the BD LSR Fortessa X-20 (BD) using FACSDiva 8.0.2 software (BD) and analyzed with FlowJo v10 (BD).

The Abs raised against the following mouse Ags were used: B220 PE/Dazzle 594 (1:200; RA3-6B2; BioLegend), CD3 AF700 or BUV737 or BUV395 or BV605 (1:200; clone 145-2C11 or 17A2; eBioscience, BD Biosciences, or BioLegend), CD4 BUV395 (1:100; clone RM4-5; BioLegend), CD8a BV510 or BV711 (1:200; clone 53-6.7; BioLegend), CD11b PE/Cy7 or PE/Dazzle 594 (1:400; clone M1/70; BioLegend), CD11c BV786 or PE/Cy7 or PE/Dazzle 594 (1:200; clone N418; BioLegend), CD25 BV650 or BV605 (1:200; clone PC61; BioLegend), CD29 Super Bright 702 (1:200; clone HMb1-1; eBioscience), CD39 Super Bright 600 (1:200; clone 24DMS1; eBioscience), CD45 APC (1:200; clone 30-F11; BioLegend), CD45.2 BUV395 (1:200; clone 104; BD), CD45.2 BV785 (1:200; clone 104; BioLegend), CD62L BV711 or BV650 (1:200; clone MEL/14; BioLegend), CD69 BV711 or BV605 (1:200; clone H1.2F3; BioLegend), Foxp3 e450 or APC (1:200, clone FJK-16s; eBioscience), Granzyme B AF700 (1:200; clone QA16A02; BioLegend), ICOS BV510 (1:200; clone C398.4A; Biolegend), IFNγ BUV737 (1:200; clone XMG1.2; BD), IL-10 PE-Cy7 (1:200; clone JES5-16E3; BioLegend), Ki-67 PE-Cy7 (1:200; clone SolA15; eBioscience), LAG-3 BV785 (1:200; clone C9B7W; Biolegend), LAP-1 (1:200; clone TW7-16B4; eBioscience), MHC-II (1-A/I-E) BV510 (1:200, clone M5.114.15.2; BioLegend), Neuropilin-1 (NRP-1) purified and raised in goat (1:200; AF556; R&D System), NK1.1 BV650 (1:200; clone PK136; BD Biosciences), PD-1 BV421 or APC or BV605 (1:200; clone 29F.1A12; BioLegend), and TCF-1 PE-Cy7 (1:200, clone C63D9; Cell Signalling). AF647-conjugated donkey anti-goat IgG secondary Ab (1:500; A-21447; Thermo Fisher Scientific) was used to amplify and label Neuropilin-1 staining.

### Immunofluorescence staining

Tumor tissue with the overlying skin was collected, fixed with BD Cytofix fixation buffer (554655; BD) overnight, then preserved with 30% sucrose (S8501; Sigma-Aldrich) overnight prior to embedding and freezing in O.C.T. (Tissue-Tek). Then 8-μm-thick frozen sections were cut in a cryostat (OTF5000; Bright), fixed with BD Cytofix fixation buffer, and then stained with a far red DNA dye Draq5 (1:1,000, 424101; BioLegend). Images were taken using a Zeiss LSM 880 microscope (Zeiss) and analyzed with ImageJ.

### Bulk RNA-seq

MC38 tumors were inoculated in age- and gender-matched C57BL/6 Kaede mice. Some of these tumors were photoconverted on day 10 as described above and collected 5 h after photoconversion. Tumors that were not photoconverted were also collected at the same time for comparison. Samples were preserved in RNAlater stabilization solution (AM7020; Thermo Fisher Scientific) and then homogenized. RNA was extracted using a Qiacube with the RNAmini kit (Qiagen). Libraries were produced using Illumina Trueseq stranded total library prep kit. Sequencing was carried out on a Novaseq6000 using a 2 × 150 read.

### Single-cell isolation, library construction, and sequencing

MC38 tumors were inoculated in age- and gender-matched C57BL/6 Kaede mice and photoconverted on day 11 as described above. Mice with tumors in similar sizes were collected 24 or 72 h after tumor photoconversion. After tumor digestion as detailed above, cell suspensions were stained for CD45 BV650 (1:100, clone 30-F11; BioLegend), CD11b PE-Cy7 (1:400; clone M1/70; BioLegend), Ter119 PerCP-Cy5.5 (1:200; clone Ter119; BioLegend), Live/dead APC-Cy7 1:2,000 on ice for 30 min. Tumor-infiltrating lymphocytes (live CD45^+^Ter119^−^CD11b^−^) were sorted with a FACS Aria II Cell Sorter (BD) into two groups based on the presence or absence of Kaede red at each time point, namely G24 (Kaede Green 24 h with 9,500 cells), R24 (Kaede Red 24 h with 30,000 cells), G72 (Kaede Green 72 h with 15,000 cells), and R72 (Kaede Red 72 h with 22,000 cells).

Gene expression libraries were prepared from single cells using the Chromium Controller and Single Cell 3ʹ Reagent Kits v2 (10× Genomics, Inc.) according to the manufacturer’s protocol (CG00052; Rev B). The resulting sequencing libraries comprised standard Illumina paired-end constructs flanked with P5 and P7 sequences. The 16 bp 10× Barcode and 10 bp UMI were encoded in Read 1, while Read 2 was used to sequence the cDNA fragment. Sample index sequences were incorporated as the i7 index read. Paired-end sequencing (26:98) was performed on the Illumina NextSeq500 platform using NextSeq 500/550 High Output v2.5 (150 Cycles) reagents. The .bcl sequence data were processed for QC purposes using bcl2fastq software (v. 2.20.0.422), and the resulting.fastq files were assessed using FastQC (v. 0.11.3), FastqScreen (v. 0.9.2), and FastqStrand (v. 0.0.5) prior to pre-processing with the CellRanger pipeline (Zheng et al., 2017).

### Processing of scRNA-seq data

Single-cell gene expression data from cellranger output was analyzed using standard Seurat-inspired scanpy (v.1.4.5.post2) workflow (Stuart et al., 2019; Wolf et al., 2018). Doublet detection was performed using scrublet (v0.2.1; Wolock et al., 2019) with adaptations outlined in Popescu et al. (2019). Briefly, after scrublet was performed, the data was iteratively sub-clustered and a median scrublet score for each sub-cluster was computed. Median absolute deviation scores were computed from the cluster scrublet scores and a one-tailed *t* test was performed with Benjamini–Hochberg correction (Benjamini and Hochberg, 1995) applied, and cells with significantly outlying cluster scrublet scores (Benjamini–Hochberg P value <0.1) were flagged as potential doublets. The data was then processed using scanpy with standard quality control steps; cells were filtered if the number of genes >2,500 or <200. Percentage mitochondrial content cut-off was set at <5%. Genes were retained if they are expressed by at least three cells. Gene counts for each cell were normalized to contain a total count equal to the median of total counts in cells before normalization. This led to a working dataset of 3,654 cells. Highly variable genes were selected based on the following parameters: minimum and maximum mean expression are ≥0.0125 and ≤3 respectively; minimum dispersion of genes = 0.5. The number of PCs used for neighborhood graph construction and dimensional reduction was set at 50. Clustering was performed using the Leiden algorithm (Traag et al., 2019) with the resolution set at 1.0. Uniform Manifold Approximation and Projection (UMAP; v3.10.0; McInnes et al., 2018) was used for dimensional reduction and visualization, the minimum distance was set at 0.3, and all other parameters as per default settings in scanpy.

### Differential gene testing

Differential gene testing was performed using the Wilcoxon test rank-sum test implemented in scanpy’s rank_genes_groups module.

### Gene set testing

Gene set testing was performed using scanpy’s tl.score_genes tool. Gene sets from the respective studies were downloaded from Gene Expression Omnibus accession numbers GSE84015 (Im et al., 2016), GSE140430 (Jansen et al., 2019), and GSE86042 (Singer et al., 2016).

### Trajectory analyses and TF enrichment analysis

Cell trajectory analyses were performed using partition-based graph abstraction (PAGA; Wolf et al., 2019) and palantir (Setty et al., 2019). TF and regulon enrichment were performed using pyscenic (Van de Sande et al., 2020) with genes found to be significantly differentially expressed along pseudotime using tradeSeq (Van den Berge et al., 2020). Regulon specificity/activity scores were calculated with pyscenic’s regulon_specificity_scores.

### Statistical analysis

Mice were gender-matched (female) and tumor growth curves for anti–PD-L1 and isotype control groups were analyzed using two-way ANOVA followed by Sidak’s multiple comparisons test and are presented as mean values ± SEM. Unpaired multiple *t* tests were used when multiple parameters were compared between anti–PD-L1 and isotype groups. Multiple comparisons in untreated animals were performed using an ordinary one-way ANOVA, followed by Tukey’s multiple comparisons test. Unpaired two-tailed Student’s *t* test was used if two groups with normal distributions were compared, while pairs of samples without normal distribution were compared using an unpaired two-tailed Mann-Whitney test. Paired two-tailed *t* test was used if the parameters of different populations from the same animal were compared. P < 0.05 was considered statistically significant and denoted as follows: *, P < 0.05; **, P < 0.01; ***, P < 0.001; and ****, P < 0.0001. Where a P value is not indicated, no statistical difference was observed. Statistical analysis was performed using Graphpad Prism.

### Online supplemental material

Fig. S1 shows the gating strategy, enumeration of TILs within MC38, CT26, and MCA205 tumors, and the analysis of proliferation and vascular contamination. Fig. S2 shows bulk RNA-seq data from tumors 5 h after photoconversion (versus controls) to assess transcriptional changes induced by the photoconversion process. Fig. S3 shows an analysis of tumor Treg populations, complementing data in Fig. 3. Fig. S4 shows a detailed analysis of gene expression within the CD8 T cell clusters including DEGs and changes over pseudotime. Fig. S5 shows an analysis of the effects of anti–PD-L1 Abs in MC38, CT26, and MCA205 tumors.

## Data Availability

The scRNA-seq data are available in the ArrayExpress database (accession numbers E-MTAB-10176). The bulk RNA-seq data assessing the effect of photoconversion are available in the Gene Expression Omnibus database (accession number GSE193654).

How the deposited data were processed for this re-analysis (not part of the article)

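RNA from 4 photoconverted and 4 non-photoconverted MC38 tumors was sequenced in bulk. The authors deposited raw counts per gene symbol for each tumor, with no normalization, and a second table of normalized signal values, which were the raw counts divided by DESeq2's size factors (between 0.416 and 1.77). The normalized table left out the genes with 1 count or fewer over all 8 tumors. The aligner, the counting tool, the genome build and the annotation are not named in the text of the paper. Conditions and replicate numbers were taken from the sample labels, and columns were matched to tumors by the letter that the labels give each sample. No pair of libraries of one group differed by as little as the sampling noise (the smallest chi-square per degree of freedom was 25.3, between photoconverted tumors 1 and 3).

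The raw counts were tested with edgeR 4.0.16 (TMM normalization, filterByExpr by group, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, with limma 3.58.1 for camera, DESeq2 1.42.0 and fgsea 1.28.0. CPM values were computed with TMM normalization and log2 CPM values with a prior count of 2. Principal components were computed from the 500 tested genes with the highest variance, centered and not scaled. A list score was the mean over the tested genes of a list of the log2 CPM minus the mean of each gene over 8 tumors. Group differences in list scores and PC1 scores were tested with two-sided exact permutation tests over all 70 arrangements. Reactome gene sets were those of the fgsea package with 15 to 500 tested members, matched by Entrez identifiers from a RefSeq annotation of the mouse genome, which gave an identifier to 14396 of the 14468 genes tested. GC content and transcript length were taken from GENCODE transcripts and were found for 13898 genes. No coordinates are given because the count tables name no genome build.

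The genes named were fixed before the data were examined as the 9 genes of Fig. S2 B, up to 10 genes with the largest change among those past the threshold with non-overlapping groups (there were none), and up to 3 genes with the smallest p of a list discussed. Hspa1a, Hspa1b, Dnajb1, Egr1, S100a9 and Trem1 were chosen after their values were seen. The labels of Fig. S2 F were read by eye from a small picture. Alternatives covered the test (DESeq2's Wald test with and without shrunken fold changes, limma on log2 of the normalized values plus 1), normalization, filtering, robust dispersion, a skeletal muscle covariate, the replicate number as a block, and leaving out each tumor. The shared replicate numbers come from the sample labels. Alternatives added after the data were seen were a DESeq2 fit with shrunken fold changes whose independent filtering was tuned for 0.05 in place of 0.1, the log2 Rn45s share as a covariate, a fit of the 5 tumors with an Rn45s share under 10%, Rn45s left out, and two-sided exact tests over the 16 sign flips of differences within same-numbered pairs.

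The procedures were tested on simulated data drawn from the means, dispersions and library sizes of the 14468 genes, with 200 genes changed 4-fold. edgeR recovered 177 of the 200 with 8 false calls, DESeq2's Wald test recovered 186 with 43 false calls, DESeq2 with shrunken fold changes recovered 185 with 42 false calls, and limma recovered 172 with 9 false calls. The simulation did not include variation shared by many genes, such as that on PC1 of the tumors. Total counts per tumor between 12576615 and 35844417 limit the precision of genes with few counts such as Gstm3. STRING analysis and the gene sets of Fig. S2 E were not analysed here, whereas all 8 columns of both tables were used. The single-cell RNA-seq and flow cytometry experiments of the paper were not analysed here.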

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

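The tests of explanations for Hspa1a and Hspa1b in this part were chosen after their values were seen.

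Hspa1a and Hspa1b, which encode inducible Hsp70 proteins, are not among the genes the paper reports. Their log2 fold changes in edgeR were 4.38 (standard error 1.28) and 4.14 (standard error 1.20), larger than that of Hspb1, with an adjusted p of 0.999 for both from edgeR's quasi-likelihood test. The order was reversed with DESeq2's shrunken fold changes, which were 0.24 for Hspa1a, 0.25 for Hspa1b and 0.95 for Hspb1. Over the alternatives, the adjusted p for Hspa1a ranged from 0.00517, in the 5 tumors with an Rn45s share under 10%, to 1.00. Photoconverted tumors 1 to 3 had 3531, 2686 and 5465 CPM of Hspa1a, photoconverted tumor 4 had 71.6 CPM, and control tumors 1 to 4 had 51.5, 51.1, 31.2 and 433 CPM. Hspa1a was thus higher in 3 of 4 photoconverted tumors than in every control tumor (two-sided exact permutation test of all 8 tumors, p = 0.0571).

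Hspa1a and Hspa1b are near-identical, so the split of reads between them is uncertain. Shared reads could not by themselves account for the low value of photoconverted tumor 4, since 14 of the 18 other heat shock genes of the list also had their lowest photoconverted value in that tumor. The high Rn45s share of that library is another candidate explanation. Among control tumors, Hspa1a plus Hspa1b was 1.67 higher on the log2 scale in the 2 control libraries with a high share than in the other 2. This size rests on control tumor 4 (1056 CPM), while control tumor 2 had 119.9 CPM against 112 and 111.0 CPM in control tumors 1 and 3. The heat shock list score was lowest in control tumor 2 (-0.82 against -0.72 and -0.61 in control tumors 1 and 3) but highest in control tumor 4 (-0.15). The 2 control libraries with a high share thus lay on opposite sides of the other 2. They do not decide the question, so the pattern cannot be told apart from an effect of the Rn45s share. An exchange of photoconverted tumor 4 with any of the 4 control tumors would leave the pattern in place, because no control tumor had Hspa1a near the values of photoconverted tumors 1 to 3, whereas a tumor not exposed to light and labeled as photoconverted cannot be told apart from it. Photoconverted tumor 4 was above every control tumor in 6 of the 8 tested genes of Fig. S2 B, though only slightly for Errfi1 and Thbs1. The 8 genes were selected for a difference under the present labels, so this does not settle it. Exchanging photoconverted tumor 4 with control tumor 4 gave 33 genes in DESeq2's Wald test against 24 with the labels as given. An exchange with control tumor 1, 2 or 3 gave 1839, 67 or 373 genes. A higher count therefore does not point to an exchange with control tumor 4. A weaker response to light in photoconverted tumor 4 is a biological hypothesis that remains beside these, and no measure of the light dose of each tumor was analysed here.

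Control tumor 4 lay far from the other control tumors for Hspa1a (433 CPM against 51.5 CPM in the nearest), Hspa1b (623 CPM against 79.8 CPM), Rrad (20.6 CPM against 13.7 CPM) and Hdc (12.1 CPM against 9.85 CPM). Control tumor 2 lay below the others in the proliferation list score (-0.20 against 0.01). Among 72 groups of 4 tumors examined in this way, 5 had such a sample where chance gives 3.6. No explanation was tested for the values of Rrad, Hdc and the proliferation list on their own.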

How the results depend on the processing

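The alternatives were set before the data were examined, except the DESeq2 fit with filtering tuned for 0.05, the Rn45s covariate, the fit of 5 tumors, Rn45s left out and the sign flips within same-numbered pairs, which were chosen after seeing the data. The cause of the changes below was not tested.

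The count of genes with an adjusted p under 0.05 was 0 in edgeR (322 genes with an unadjusted p under 0.05) and remained 0 with DESeq2 size factors, library totals only, no filter, at least 10 counts in every tumor, robust dispersions, the replicate block, the skeletal muscle covariate, the Rn45s covariate and limma on the normalized values, with 223 to 1010 genes at an unadjusted p under 0.05. DESeq2's Wald test gave 24 genes, of which 23 were higher and 1 was lower, 9 were genes of Fig. S2 B and 1 was a gene of Fig. S2 F. With shrunken fold changes it gave 4 genes, 4 of them higher and 4 of them in Fig. S2 B. With its filtering tuned for 0.05 it gave 9 genes, 8 higher and 1 lower, the same 9 genes as in Fig. S2 B. The 5 tumors with an Rn45s share under 10% gave 42 genes, 37 higher and 5 lower, with 7 genes of Fig. S2 B and 6 of Fig. S2 F. Across the 8 fits that each left out one replicate, the count ranged from 0 to 11 genes, with 0 to 11 higher, 0 lower in every fit, 0 to 3 genes of Fig. S2 B and 0 to 1 gene of Fig. S2 F. The fit that gave 11 genes left out photoconverted tumor 4, and the 7 that gave 0 had at most 450 genes at an unadjusted p under 0.05.

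The set of Fig. S2 F was past the threshold by camera (p = 1.80e-14) and not past it with the inter-gene correlation estimated (p = 0.103), by an exact permutation test of the list score (p = 0.229), by an exact permutation test of sign flips within same-numbered pairs (p = 0.125, the smallest possible) or with the skeletal muscle covariate (p = 0.0903). Leaving out one replicate gave p-values from 1.14e-19 to 9.55e-05. The number of Reactome sets was 35 by camera, 0 with the correlation estimated (15 at an unadjusted p under 0.05), 152 by fgsea and 28 with the replicate block.

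The share of variance on PC1 was 54.6%, and 58.9% with the variance stabilizing transformation, 59.0% with the regularized log and 42.8% with log2 of the normalized values. Leaving out one replicate gave 49.8% to 59.7%. The difference in PC1 between groups, in SDs of the 8 scores, was -0.72 and kept its sign in every alternative, from -1.39 to -0.27 with one replicate left out. The number of marker lists with an adjusted p under 0.05 was 0 in every alternative, which shows no stability because most lists would have to reach the smallest possible p for any to pass.

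For single genes and lists, 339 of the values under alternatives kept their direction and side of the threshold, 45 passed the threshold only under the alternative, and none reversed. A further 56 list score differences with a tumor left out and 7 under sign flips within pairs are not counted, because their tests could not pass the threshold. Among edgeR fits, the smallest sample of tumors gave the most genes, so the number of tumors alone did not set the count. The lower total counts of photoconverted tumor 4 and control tumors 2 and 4 limit genes near the expression filter, such as Gstm3.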

Differences from the paper's values

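The paper's number of significantly differentially expressed genes is 9, with the paper's 8 upregulated and the paper's 1 downregulated, where edgeR's quasi-likelihood test gave 0, 0 and 0 (322 genes with an unadjusted p under 0.05). Of the alternatives set before the data were examined, the fit without photoconverted tumor 4 came within the margin for the total and the upregulated genes (11 and 11 genes), and DESeq2's Wald test did so for the downregulated gene (1 gene) but gave 24 genes in total. DESeq2's Wald test with shrunken fold changes gave 4 genes, and the others gave 0. DESeq2's Wald test called all 9 genes of the paper, the shrunken fit called 4 of them and the fit without photoconverted tumor 4 called 3. The fit of the 5 tumors with an Rn45s share under 10%, chosen after seeing the values, called 7 of them among 42 genes. With shrunken fold changes and independent filtering tuned for 0.05, a setting chosen after seeing the values, DESeq2 gave 9 genes, 8 higher and 1 lower, which were the 9 genes of Fig. S2 B.

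The paper's log2 fold change of Hspb1 is about 0.95 in Fig. S2 B, read by eye, against 3.55 in edgeR. With DESeq2's shrunken fold changes it was 0.95, and the other alternatives set before the data were examined gave 2.76 to 3.87. The paper's log2 fold change of Hdc is about 0.8 in Fig. S2 B, read by eye, against 1.02 in edgeR. It was 0.76 with DESeq2's shrunken fold changes and 0.86 with the skeletal muscle covariate. Without photoconverted tumor 2, photoconverted tumor 3 or control tumor 3 it was 0.94, 0.92 or 0.98. All of these were within 0.186 of the paper's value, a margin set by the standard error of Hdc in edgeR. The other alternatives set before the data were examined were not. Of the fits chosen after seeing the values, DESeq2's with filtering tuned for 0.05 (0.76) and edgeR's with GC content and length as offsets (0.98) were also within it.

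In Fig. S2 A, the colors of the legend place 3 control points at low PC1 and 1 at high PC1. In the deposited data, with the variance stabilizing transformation, those 4 positions belonged to the photoconverted tumors, whose PC1 scores were -12.4, -7.19, -23.8 and 18.5, and the positions colored as photoconverted belonged to the control tumors, whose scores were -7.82, 16.1, -2.44 and 19.0. The colors of Fig. S2 C match the sample labels for the genes of Fig. S2 B. The text of the paper describes 1 photoconverted tumor clustering with the control tumors, whereas by the labels control tumors 1 and 3 also lay with photoconverted tumors 1 to 3 on PC1.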

Other observations

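Apart from the tests of the skeletal muscle list score and of Xirp1, Cryab, Hspb1 and Rrad, of the heat shock list and of other splits for edgeR's count, the tests in this part were chosen after the results were seen.

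PC1 parted photoconverted tumor 4, control tumor 2 and control tumor 4 from the other 5 tumors. These were the 3 libraries with the highest Rn45s share, a match that a random choice of 3 libraries gives with a probability of 0.0179. The groups of libraries here were defined by the Rn45s share and are not conditions. Between them edgeR called 6523 genes (3352 higher and 3171 lower) of 14770, and 6514 with Rn45s left out, and 1 of the 56 splits of 3 against 5 libraries, the one by Rn45s share itself, gave as many, with at most 37 genes in any other. Smaller libraries did not account for it, since PC1 held 58.4% of the variance and parted the same libraries after every library was thinned to the smallest total without Rn45s. Counts taken up by Rn45s did not either, with 53.7% after Rn45s was left out. GC content correlated across genes with the log2 difference between these libraries (Spearman's rho 0.53 over 13898 genes, which are not independent replicates), and length less so (-0.12). After both were taken out of each library, PC1 still held 49.4% and parted the same 3 libraries, so this bias may contribute but did not account for the whole pattern. The photoconversion state did not by itself explain it, since photoconverted and control tumors lay on both sides of the parting. A contribution of that state to PC1 is not excluded, because the test had only 4 tumors against 4 (exact permutation test of PC1, p = 0.286). A difference in library preparation or in the composition of the RNA, marked by the Rn45s share, remains a candidate explanation, and a difference in the tissue sampled cannot be told apart from it. By list, the 3 libraries with a high share had lower scores for neutrophil genes (-1.26) and NF-kB target genes (-0.81). Each had p = 0.0357 in an exact permutation test and an adjusted p of 0.232 over 13 lists. Every list was lower in these libraries, from p53 targets (-0.005) to skeletal muscle (-1.30). Photoconverted tumors 1 to 3 all had a low share, so this split is mixed with the condition. Among controls, neutrophil scores were -0.97 and -0.69 with a high share and -0.33 and -0.49 with a low share. NF-kB target scores there were -0.67 and -0.37 against -0.15 and -0.33.

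The count of edgeR calls for photoconverted against control tumors may be compared with other splits of the 8 tumors. All 8 of the 8 splits that part the 4 same-numbered pairs gave at least as many genes, which a count of 0 fixes in advance. For DESeq2's Wald test, 2 of the 8 splits gave at least the 24 genes of the real one, and 2 of 8 did for the 4 genes with shrunken fold changes and for the 9 genes with filtering tuned for 0.05. The other split in each case exchanged photoconverted tumor 4 and control tumor 4. The set of Fig. S2 F had the smallest camera p in 1 of the 8 splits, the real one. Its genes were chosen for display from these tumors under the real labels, which favors that split in advance. At least 35 Reactome sets were found in 5 of the 8 splits. With 8 splits no share under 0.05 is possible. The other 27 splits keep some same-numbered tumors together. Among them edgeR called up to 4666 genes, in the split of photoconverted tumors 1 and 3 and control tumors 1 and 3, all with a low Rn45s share, from the rest. DESeq2's Wald test called up to 5335 genes in these splits, with 5 of the 27 at or above the real count, as were 8 with shrunken fold changes and 5 with filtering tuned for 0.05. The set of Fig. S2 F had a smaller p in 1 of the 27 (3.73e-20, with control tumor 2 in the place of photoconverted tumor 4), and 18 of the 27 gave at least 35 Reactome sets by camera.

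GC content and length taken out of each library as offsets left edgeR's count at 0 genes (426 with an unadjusted p under 0.05), and also with the replicate block (1036 with an unadjusted p under 0.05). The offsets thus brought no gene past the threshold, but with the block the smallest adjusted p in edgeR was 0.0616 with the offsets and 0.247 without them, against 1.00 with the offsets alone.

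RNA from adjoining skeletal muscle was considered as a source of Xirp1, Cryab, Hspb1 and Rrad. The skeletal muscle list score varied 7.59-fold between tumors and was lower in the 3 libraries with a high Rn45s share (difference -1.30, exact permutation test, p = 0.0714). With the score as a covariate, 0 genes had an adjusted p under 0.05 in edgeR, and 253 had an unadjusted p under 0.05 against 322 without it, so the covariate uncovered no further genes. The 4 genes kept at least 72.8% of their log2 fold changes, so muscle RNA did not account for most of the difference in them. Of the genes of Fig. S2 F, 81 were higher and 93 lower with the covariate, against 130 and 44 without it. The score was itself 0.80 higher in photoconverted tumors, so this does not show that muscle RNA accounts for that set. With the log2 Rn45s share as the covariate, 127 were higher and 47 lower.

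The heat shock genes of the paper's list did not alone carry the higher heat shock score of photoconverted tumors. Without Hspb1, Hsph1 and Cryab, the score of the remaining 17 genes was higher by 0.97 (exact permutation test, p = 0.0571, the same p as with all 20 genes). These 17 genes still include the near-identical Hspa1a and Hspa1b. No score without that pair was computed, so how much of the difference rests on the pair is open. A broader heat shock response in photoconverted tumors 1 to 3 remains a hypothesis, found in the same data. The list score was not past the threshold, whereas 3 Reactome sets of the heat shock response were past it by camera with its default correlation and with the replicate block, and not with the inter-gene correlation estimated (adjusted p = 0.994 for each in limma). Dnajb1 had 317, 210 and 571 CPM in those tumors, 76.9 CPM in photoconverted tumor 4, and 65.3 to 93.4 CPM in control tumors. Among genes outside the paper's list, Egr1 had 149, 133 and 235 CPM in photoconverted tumors 1 to 3 and 15.2 CPM in photoconverted tumor 4, against 15.6 to 31.6 CPM in control tumors. S100a9, in the neutrophil list, had 17.7, 22.4 and 29.8 CPM in photoconverted tumors 1 to 3 and 2.60 CPM in photoconverted tumor 4, against 3.11 ± 1.41 CPM in control tumors (SD, n = 4). Trem1, in the same list, had 7.13, 8.91 and 7.92 CPM in photoconverted tumors 1 to 3 and 2.19 CPM in photoconverted tumor 4, against 2.09 ± 0.294 CPM in control tumors (SD, n = 4).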
